# A TRIM71 binding long noncoding RNA Trincr1 represses FGF/ERK signaling in embryonic stem cells

**DOI:** 10.1038/s41467-019-08911-w

**Published:** 2019-03-25

**Authors:** Ya-Pu Li, Fei-Fei Duan, Yu-Ting Zhao, Kai-Li Gu, Le-Qi Liao, Huai-Bin Su, Jing Hao, Kun Zhang, Na Yang, Yangming Wang

## Abstract

Long noncoding RNAs (lncRNAs) have emerged as important components of gene regulatory network in embryonic stem cells (ESCs). However, the function and molecular mechanism of lncRNAs are still largely unknown. Here we identifies Trincr1 (TRIM71 interacting long noncoding RNA 1) lncRNA that regulates the FGF/ERK signaling and self-renewal of ESCs. Trincr1 is exported by THOC complex to cytoplasm where it binds and represses TRIM71, leading to the downregulation of SHCBP1 protein. Knocking out Trincr1 leads to the upregulation of phosphorylated ERK and ERK pathway target genes and the decrease of ESC self-renewal, while knocking down Trim71 completely rescues the defects of Trincr1 knockout. Furthermore, ectopic expression of Trincr1 represses FGF/ERK signaling and the self-renewal of neural progenitor cells (NPCs). Together, this study highlights lncRNA as an important player in cell signaling network to coordinate cell fate specification.

## Abstract (web summary)

FGF signaling through ERK is known to promote the differentiation of embryonic stem cells (ES cells). Here, the authors demonstrate that the lncRNA Trincr1 binds and represses TRIM71 in ES cells, leading to downregulation of SHCBP1 protein, the reduction of FGF/ERK signaling and the promotion of self-renewal.

## Introduction

Mammalian genomes are pervasively transcribed to generate thousands of lncRNAs. The majority of lncRNAs are restricted to specific cell lineages and developmental stages^1,2^, suggesting regulatory roles in cell fate specification and determination. Recently, dozens of lncRNAs are identified as potential regulators in the self-renewal and differentiation of ESCs^3,4^. Until today, their regulatory mechanisms are still largely unknown. Key mechanisms controlling ESC self-renewal and differentiation include signaling pathways, epigenetic, transcriptional, and post-transcriptional regulations. The association of many lncRNAs with chromatin or epigenetic regulatory complexes indicates their roles in epigenetic and transcriptional regulations^4^. Nevertheless, despite the importance of various signaling pathways in ESCs, the regulation of signaling pathways by ESC-enriched lncRNAs has never been reported.

Fibroblast growth factors (FGF)/extracellular signal regulated kinase (ERK) signaling controls a multitude of cell fate choices including self-renewal and differentiation^5,6^. Cellular responses to FGF/ERK signaling are extremely complicated and highly cell type specific. FGF/ERK pathway is essential for the survival and proliferation of many differentiated cells, as well as mouse epiblast stem cells and human ESCs^7^. However, its activity has to be effectively inhibited in mouse ESCs, because the activation of FGF/ERK signaling drives ESCs out of naive pluripotency state to enter into primed pluripotency state, which is then moderated by a variety of lineage differentiation cues^8^. Unexpectedly, pluripotency transcription factors Oct4 and Sox2 promote the expression of autocrine FGF4, which acts through its cognate receptor FGFR2 to induce potent ERK signaling^9,10^. The auto-inductive FGF4/ERK signaling has to be controlled below a certain threshold for optimal self-renewal and pluripotency in ESCs. Conversely, during differentiation, FGF/ERK signaling must be efficiently activated to allow ESCs entering into a state responsive to lineage inducing factors. Therefore, fine-tuning the choice and amplitude during the relay of FGFR-ERK signaling is essential for appropriate ESC self-renewal and differentiation.

FGF signaling is initiated through the auto-phosphorylation of intracellular tyrosine residues in an FGF receptor (FGFR) that is induced upon a ligand-receptor interaction^5,6^. Activated FGFR phosphorylates docking proteins such as FRS2 and SHC^11^, which further recruits GRB2-SOS complex. The relocation of SOS on cell membrane induces RAS activation which eventually leads to the activation and nuclear translocation of ERK through a RAF/MEK/ERK kinase cascade^5,6^. The FGF/ERK signaling can be regulated by protein levels of core members of signal transduction pathways and their associated proteins which negatively or positively modulate the signaling relay through physical interaction or enzymatic activities (e.g., DUSP)^12^. Recently, multiple factors such as microRNAs (miRNAs)^13^, the number of active X chromosomes^14^ as well as PRC2 components^15^ have been reported to regulate the activity of ERK pathway in ESCs with unidentified mechanisms. Besides these reports, the regulation of FGF/ERK signaling in ESCs is largely unexplored. *Trim71*, also known as *lin-41*, was first discovered as a heterochronic gene controlling cell fate decision of seam cells in *C. elegans*^16^. It also play important functions during neural tube closure and post-natal development in mouse^17,18^ and promote the reprogramming of human pluripotent cells^19^. These functions are often attributed to its mRNA suppressing function through directly binding mRNA^20^. Interestingly, TRIM71 is recently found to promote FGF/ERK signaling pathway by binding and stabilizing SHCBP1 in neural progenitor cells-^21^. However, whether TRIM71 regulates FGF/ERK signaling and how its activity is regulated in ESCs are not known.

In this study, we confirm that TRIM71 and SHCBP1 promote the activity of FGF/ERK pathway in ESCs. More importantly, we identify a TRIM71 associated lncRNA Trincr1 that fine tunely represses FGF/ERK signaling through suppressing TRIM71, therefore positively regulating the self-renewal of ESCs. We show that the cytoplasmic localization of Trincr1 is dependent on THOC5. Finally, we demonstrate that the ectopic expression of Trincr1 also inhibits FGF/ERK signaling in NPCs, in turn negatively impacting the self-renewal of NPCs. Together, our study elucidates important function of a lncRNA in regulating FGF/ERK signaling and self-renewal of ESCs.

## Results

### Trim71 promotes FGF/ERK signaling in ESCs

We first tested whether Trim71 plays a conserved function in FGF/ERK signaling in ESCs as in NPCs^21^. Since serum may interfere with the study of signaling pathways, we performed experiments in ESCs cultured in chemically defined media supplemented with MEK inhibitor PD0325901 (PD), GSK3 inhibitor CHIR99021 (CHIR), and leukemia inhibitory factor (2i + LIF)^22^. We designed shRNAs and siRNAs to knockdown Trim71 and found that knocking down Trim71 significantly repressed FGF induced ERK phosphorylation in V6.5 ESCs (Supplementary Fig. 1a–d). We noticed that Trim71 knocking down ESCs grew slightly slower than control ESCs (Supplementary Fig. 1e), consistent with a previous study^23^. Additionally, Trim71 shRNA ESCs expressed lower levels of SHCBP1 protein (Supplementary Fig. 1b), consistent with the finding from NPCs^21^. To further verify the function of Trim71 and Shcbp1 in FGF/ERK signaling in ESCs, we designed two gRNAs for each gene to knockdown Trim71 and Shcbp1 using CRISPRi strategy^24^ and found that knocking down either Trim71 or Shcbp1 could repress FGF induced ERK phosphorylation in ESCs (Supplementary Fig. 1f–h). In addition, although SHCBP1 protein level was decreased around 50–60% in Trim71 knocking down ESCs and almost completely abolished in Shcbp1 knocking down ESCs (Supplementary Fig. 1g), FGF/ERK signaling was similarly repressed in Trim71 and Shcbp1 CRISPRi ESCs (Supplementary Fig. 1h), suggesting that TRIM71 may promote FGF/ERK signaling only partially through SHCBP1. Finally, consistent with their positive regulatory roles in FGF/ERK signaling, knocking down Trim71 and Shcbp1 significantly increased colony formation ability of ESCs in N2B27 + LIF condition (Fig. 1a). Together, these data show that similar to its role in neural progenitor cells, Trim71 promotes FGF/ERK signaling in ESCs and its function is at least partially through upregulating SHCBP1 protein.

**Fig. 1:**
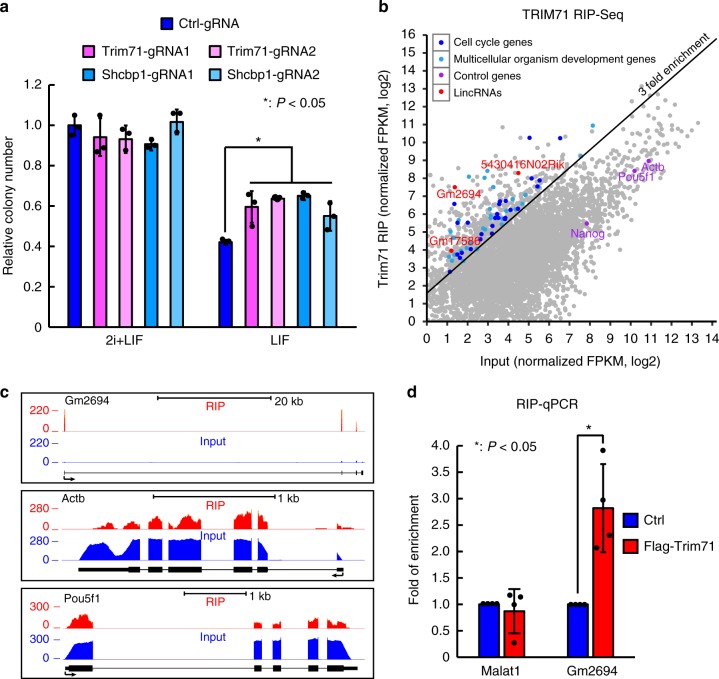
Trim71 promotes FGF/ERK signaling and binds lncRNA Trincr1 in ESCs. **a** Colony formation assay for ESCs treated with control, Trim71, and Shcbp1 CRISPRi gRNAs. For the LIF condition, cells were plated in 2i + LIF medium for 1 day, then changed to N2B27 supplemented with LIF for 4 days before being re-plated in 2i + LIF medium for colony formation. Data were normalized to ESCs treated with control gRNAs grown in 2i + LIF. *n* = 3 biological replicates. **b** RIP-Seq analysis showing average-normalized, log2 transformed FPKM value of Flag-Trim71-RIP and input. **c** RIP-Seq tracks at the Gm2694, Actb, and Oct4 (also known as Pou5f1) loci. Shown are normalized read counts per million. Flag-Trim71-RIP and input were scaled to the same level. **d** RIP followed by RT-qPCR analysis of Malat1 and Gm2694. Data were normalized to ESCs transfected with empty 3XFLAG overexpression vectors (Ctrl). *n* = 4 independent experiments. Shown are mean ± SD. For **a**, *P* values were determined by unpaired two-way ANOVA with two-sided Dunnett’s test. For **d**, *P* values were determined by paired two-sided Student’s *t*-test

### Trim71 binds a lincRNA Trincr1 in ESCs

The enrichment of Trim71 in ESCs and its function in promoting FGF/ERK signaling suggest the existence of other factors restraining its signaling promoting activity. We decided to focus on TRIM71 interacting RNAs, particularly noncoding RNAs. 

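RNAs associated with TRIM71 were pulled down with a FLAG antibody from UV-crosslinked ESCs that overexpressed 3XFLAG-tagged Trim71 in 2i + LIF, the medium with MEK inhibitor, GSK3 inhibitor and LIF, and were then sequenced. The input was RNA of lysate set aside before the pulldown, and the sample labels do not state from which ESC line it came. The methods describe selection on poly-T beads for total RNA, while RNA of the immunoprecipitation (IP) was made into cDNA directly. Which treatment the input received is not stated there, so a fold of enrichment may also compare 2 library preparations. The authors aligned the reads with STAR, left out reads on non-polyA transcripts, quantified each transcript as FPKM with Cufflinks, and deposited 1 FPKM value per transcript for the input and 1 for the IP. The sample labels list 2 replicates of each. Whether a deposited value combines both replicates or comes from 1 of them is unknown, and no fold of enrichment has an error or a test. The authors also deposited scaled FPKM values, which by their description have the same average in both libraries. The scaled input values equal the unscaled ones, and the scaled IP values are 2.25 times the unscaled ones. Over the transcripts listed, equal averages would need a factor of 3.31, so the deposited scaling is not reproduced from the table. Folds of enrichment were computed as the ratio of the deposited scaled values, so each of them rests on that factor. The table analysed here lists 14054 transcripts, rounded to 1 decimal, with an FPKM sum of 547430 in the input and 165192 in the IP. The number of reads behind these values is unknown. In the IP, 8459 transcripts (60.2%) were listed at 0. The share at 0 was 95.5% among the 1663 transcripts with the lowest input, from 0.1 to 0.4 FPKM, and 10.5% among the 1405 transcripts with an input of 57.7 FPKM or more, so a value of 0 for a transcript of low abundance means that it was not detected at this depth. The IP from ESCs with an empty vector was not analysed here.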

To identify RNAs bound by TRIM71, we performed RNA immunoprecipitation and sequencing (RIP-Seq) in ESCs overexpressing FLAG-TRIM71 using FLAG antibody, since we were not able to obtain a high quality TRIM71 antibody. 

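An input above 2 FPKM was found for 9651 transcripts, and 492 of them (5.10%) had a fold of enrichment above 3 in the FLAG-TRIM71 IP. Their median fold of enrichment was 5.04, and 93 exceeded 10. By the annotation of GENCODE for NCBIM37 (mm9), 447 of the 492 came from protein-coding genes, which is 4.86% of the 9192 protein-coding transcripts above the input cutoff, and 38 came from pseudogenes, which is 11.9% of 319. The count depended most on the scaling of the IP: when each library was scaled to its mean without its 100 highest transcripts, 1076 transcripts passed both cutoffs. The 5 most enriched transcripts were Lars2 (fold of enrichment 200.5), Cdk8 (141), Gphn (131), Rpl13-ps3 (88.8) and Gfra4 (70.7). Lars2 on chromosome 9 was listed at 27705.5 FPKM in the IP, 16.8% of the FPKM sum of that library, and 310.3 FPKM in the input. Exons of Lars2, Cdk8 and Rpl13-ps3 hold stretches of 244, 1295 and 637 bases that occur elsewhere in NCBIM37 with at least 95% identity, so reads from those places cannot be excluded, while exons of Gphn and Gfra4 hold no such stretch of 100 bases or more. An intron of Gphn holds the copy of the Lars2 stretch, so reads of that sequence cannot be excluded for Gphn either. Of the 492 transcripts, 490 are on the list in Supplementary Data 1. The other 2, named after their values were seen, are Lars2 and Mier2, which had a fold of enrichment of 3.01. Of that list, 3 transcripts were analysed but did not pass with the rounded values: Chd7 had an input of 2 FPKM, Tgfbr1 a fold of enrichment of 3 and Notch3 a fold of enrichment of 2.97. A further 2 transcripts of the list have no value in the table analysed here.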

A total of 495 transcripts were identified as bound by FLAG-TRIM71 using > 3 fold enrichment and FPKM value > 2 in input as a cutoff (Fig. 1b and Supplementary Data 1). 

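GENCODE for NCBIM37 annotates 63 of the transcripts above the input cutoff as lincRNAs, and 5 of these (7.94%) passed the enrichment cutoff: Gm2694, 5430416N02Rik, 9930104L06Rik, Gm17586 and Bbip1. All 5 are on the list in Supplementary Data 1. 5430416N02Rik on chromosome 5 (100849861 to 100858535) had 22.4 FPKM in the input and a fold of enrichment of 14.0. 9930104L06Rik on chromosome 4 (124614292 to 124621900) had 4.9 FPKM in the input and a fold of enrichment of 10.6. Gm17586 on chromosome 11 (120495082 to 120496439) had 2.3 FPKM in the input and 6.9 FPKM in the IP before scaling, and Bbip1 on chromosome 19 (54003757 to 54019117) had 2.7 and 4.8 FPKM. Their folds of enrichment were 6.74 and 4.04. With an input cutoff of 5 FPKM in place of 2 FPKM, 5430416N02Rik was the 1 lincRNA left.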

More excitingly, we found three long intergenic noncoding RNAs (lincRNAs) bound by TRIM71. Among them, Gm2694 was the most enriched lincRNA in IP sample versus input (Fold of enrichment ~70) (Fig. 1b, c and Supplementary Data 1). In addition, 8 out of 9 candidate TRIM71-binding RNAs including Gm2694 based on RIP-seq data were confirmed by RIP-qPCR (Fig. 1d and Supplementary Fig. 1i, 1j). 

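Gm2694 was listed at 2.6 FPKM in the input and 80.6 FPKM in the IP, or 181 after the authors' scaling, which gives a fold of enrichment of 69.7. In the authors' deposited table its fold is 69.9. It ranked 6 among the 9651 transcripts above the input cutoff and took up 0.0488% of the FPKM sum of the IP. Its fold of enrichment ranged from 50.6, with 1 FPKM added to both values, to 140, with each library scaled to its mean without the 100 highest transcripts. Among the abundant transcripts shown beside it in Fig. 1c, Actb had 1884.2 FPKM in the input and a fold of enrichment of 0.265, and Oct4 (Pou5f1) had 1164.7 FPKM in the input and a fold of enrichment of 0.292. Malat1, the lincRNA used as a control in Fig. 1d, was listed at 0 in the IP. An annotated Gm2694 exon, from 90045635 to 90047791 on chromosome 8 of NCBIM37, is not in the isoforms of Fig. 2a. It holds a stretch of 165 bases that occurs elsewhere in the genome with at least 95% identity. In all, the annotated exons of Gm2694 had 553 matches of at least 100 bases elsewhere at that identity. Reads from those places therefore cannot be excluded for the fold of Gm2694. The pooled FPKM of the gene cannot be divided between its transcripts. From the enrichment in the IP over the input, the paper states that Gm2694 was the most enriched lincRNA, and it carried Gm2694 forward to RIP-qPCR.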

Next, we evaluated the coding potential of Gm2694 using Coding Potential Calculator and CPAT, and both programs independently predicted that Gm2694 is a noncoding RNA^25,26^. Moreover, Ribosome-seq analysis in mouse ESCs shows that Gm2694 is not translated^27,28^. From this point, Gm2694 is renamed as Trincr1 for TRIM71 interacting noncoding RNA1.

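Gm2694 lies on chromosome 8 from 89996711 to 90049453 in NCBIM37 (mm9), where GENCODE lists it as the lincRNA ENSMUSG00000087391. Transcript Gm2694-201 has 4 exons of 149, 78, 132 and 323 bases, Gm2694-203 has 3 exons of 117, 78 and 1259 bases, and Gm2694-202 has 2 exons of 149 and 2157 bases. The RNA-seq table of the authors lists the gene under another identifier, ENSMUSG00000097248, at 87472811 to 87525554 of chromosome 8, which are coordinates of GRCm38 (mm10). The exons given in Fig. 2a lie in the same place in GRCm38, with exon 1 from 87472809 (long isoform) or 87472871 (short isoform) to 87472960, exon 2 from 87521736 to 87521813, exon 3 from 87524296 to 87524427 and exon 4 from 87525415 to 87525554. In GRCm38 the nearest annotated genes on one side are Cbln1, 219 bases away, and Gm19872, 9019 bases away, and on the other side 4933402J07Rik, 38353 bases away, and 1700096P03Rik, 110544 bases away.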

### Trincr1 represses FGF/ERK signaling in ESCs

Next, we characterized molecular details of Trincr1 in ESCs. RACE (rapid amplification of cDNA ends) cloning followed by Sanger sequencing identified two Trincr1 isoforms sharing exactly the same last three exons (exon 2–4) but with different transcription start sites (Fig. 2a). The long isoform (Trincr1_L) has an extra 62 bases at the 5′end of the first exon comparing to the short isoform (Trincr1_S). A modified RT-qPCR assay showed that around 60 and 40% of Trincr1 are expressed as short and long isoforms, respectively (Fig. 2b and Supplementary Fig. 2a, b). Furthermore, Trincr1 was significantly downregulated while Trim71 remained unchanged during ESC differentiation (Fig. 2c).

**Fig. 2:**
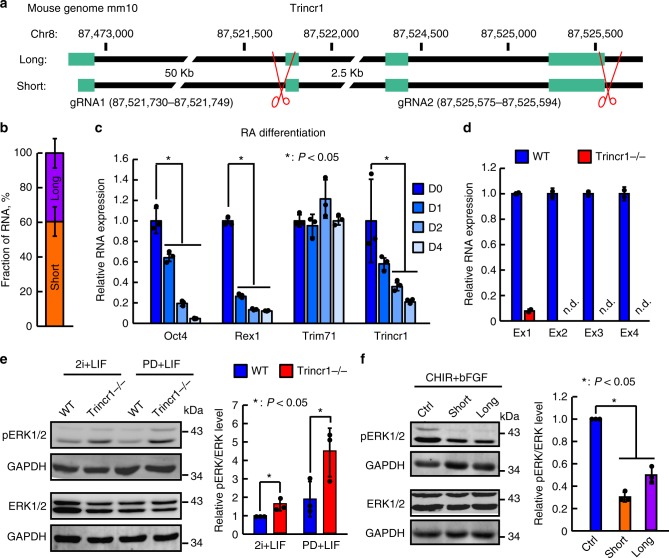
Trincr1 represses FGF/ERK signaling in ESCs. **a** Gene structure of Trincr1_L and S. Exon 1 (L): 87,472,809–87,472,960; Exon 1 (S): 87,472,871–87,472,960; Exon 2: 87,521,736–87,521,813; Exon 3: 87,524,296–87,524,427; Exon 4: 87,525,415–87,525,554; Cleavage and polyadenylation signal sequence “AAUAAA”: 87,525,535–87,525,540. Scissors indicate the position of two gRNA sequences used to knockout Trincr1 in this study. **b** Fraction of Trincr1_L and S in ESCs. **c** RT-qPCR analysis of Trincr1 and Trim71 in differentiated ESCs induced by 100 nM All-Trans-Retinoic Acid for 4 days. The Gapdh gene was used as a control. For each gene, data were normalized to the RNA level of undifferentiated ESCs (day 0). *n* = 3 biological replicates. Appropriate differentiation is supported by the expression change of Oct4 and Rex1. **d** RT-qPCR analysis of Trincr1 in ESCs with Trincr1 knocked out by Cas9. Four sets of primers corresponding to four exons were used to confirm the loss of Trincr1 in *Trincr1−/−* ESCs. The β-actin gene was used as a control. Data were normalized to wild-type ESCs. *n* = 2 biological replicates. **e** Western blotting analysis of phosphorylated ERK in wild type and *Trincr1−/−* ESCs in 2i + LIF and PD + LIF. For quantification of pERK/ERK, data were normalized to GAPDH and then to wild-type ESCs cultured in 2i + LIF. *n* = 3 independent experiments. **f** Western blotting analysis of phosphorylated ERK in control and Trincr1 overexpressing ESCs induced by bFGF. For quantification of pERK/ERK, data were normalized to GAPDH and then to control overexpression vector transfected ESCs cultured in CHIR and induced by 12 ng per ml bFGF. *n* = 3 independent experiments. Shown are mean ± SD. For **c** and **f**, *P* values were determined by unpaired two-way and one-way ANOVA with two-sided Dunnett’s test, respectively. For **e**, *P* values were determined by paired two-sided Student’s *t*-test

Next, we tested the role of Trincr1 in FGF/ERK signaling. Knocking down Trincr1 by two shRNAs caused substantial increases of basal ERK phosphorylation level (Supplementary Fig. 2c), suggesting a repressive role of Trincr1 in FGF/ERK signaling. To further confirm its function in FGF/ERK signaling and exclude off-target effects of shRNAs, we constructed *Trincr1* knockout ESCs. With two guide RNAs targeting the flanking sequence of exons 2–4 (Fig. 2a), we successfully generated *Trincr1−/−* ESCs (Fig. 2d). *Trincr1−/−* ESCs proliferated at a similar rate as wild-type ESCs (Supplementary Fig. 2d). Consistent with results from Trincr1 shRNA ESCs, the basal ERK phosphorylation level was increased around 1.6 fold and 2.4 fold in *Trincr1−/−* ESCs in 2i + LIF and PD + LIF condition (Fig. 2e), respectively. More importantly, overexpressing either Trincr1_L or Trincr1_S in ESCs significantly suppressed the phosphorylation of ERK upon induction by bFGF (Fig. 2f, and Supplementary Fig. 2e, f). Together, these data demonstrate that both isoforms of Trincr1 can repress FGF/ERK signaling in ESCs.

### ESC self-renewal requires Trincr1 in sub-optimal conditions

Mouse ESCs are optimally maintained in chemically defined media with inhibitors to MEK and GSK3 and leukemia inhibitory factor (2i + LIF)^22,29^. In addition, any two components of 2i and LIF is sufficient but not optimal to maintain the self-renewal and pluripotency state of ESCs^8,29^. We tested different media with different combinations of 2i and LIF and analyzed the expression of Oct4, Nanog, and Rex1 (also known as Zfp42) in *Trincr1−/−* versus wild-type ESCs (Supplementary Fig. 3a). The results from these experiments revealed that the loss of Trincr1 diminished the expression of pluripotency genes in PD + LIF, PD, LIF, or N2B27 medium without any supplemental factors. We then focused our further analysis in PD + LIF condition since wild-type ESCs essentially maintain their self-renewal ability under this condition. RT-qPCR analysis for a panel of pluripotency markers and early differentiation marker Fgf5 confirmed that Trincr1 is important for the maintenance of ESC identity in PD + LIF (Fig. 3a). Colony formation assay showed that the ability to form a colony at single cell level was significantly decreased in two independent *Trincr1−/−* ESC lines in PD + LIF but not 2i + LIF condition (Fig. 3b). In addition, the loss of Trincr1 did not affect the expression of pluripotency genes in ESCs grown in conventional serum + LIF culture, but accelerated the differentiation upon LIF withdrawn (Supplementary Fig. 3b–d). Together, these data demonstrate that Trincr1 is important for the self-renewal of ESCs cultured in various sub-optimal conditions.

**Fig. 3:**
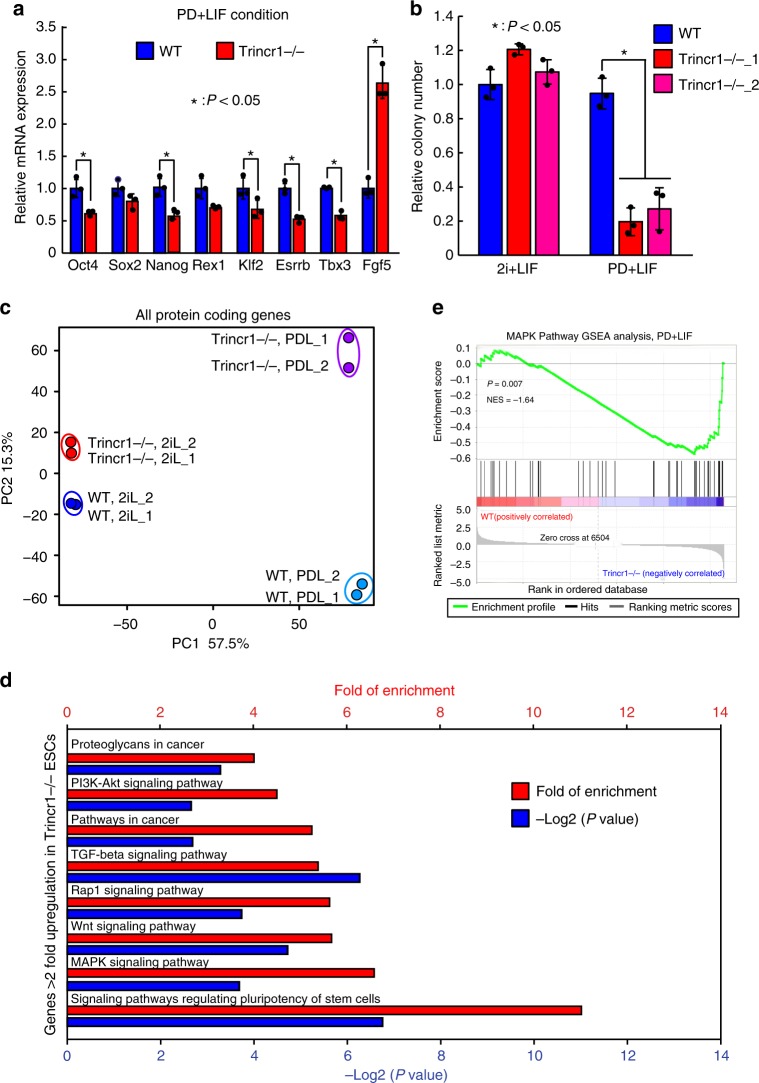
Trincr1 promotes ESC self-renewal and suppresses ERK target genes. **a** RT-qPCR analysis of pluripotency genes and Fgf5 in *Trincr1−/−* ESCs in PD + LIF condition. The β-actin gene was used as a control. For each gene, data were normalized to the mRNA level of wild-type ESCs. *n* = 3 biological replicates. **b** Colony formation assay for wild type, *Trincr1−/−* ESCs cultured in 2i + LIF or PD + LIF condition on feeder cells in a 12-well plate. Two independent *Trincr1−/−* ESC clones were analyzed. Data were normalized to the colony number of wild-type ESCs in 2i + LIF. *n* = 3 biological replicates. **c** Principal component analysis of all protein-coding genes in wild type and *Trincr1−/−* ESCs in 2i + LIF and PD + LIF. **d** KEGG pathway analysis of upregulated genes in *Trincr1−/−* ESCs in PD + LIF. Top 8 enriched pathways are shown with *P* values and fold of enrichment. **e** GSEA analysis for MAPK/ERK targets in wild type and *Trincr1−/−* ESCs in PD + LIF. The distinct peak at the end of the ranked list indicates that MAPK/ERK target genes are generally upregulated in *Trincr1−/−* ESCs. Shown are mean ± SD. For **a**, *P* values were determined by unpaired two-sided Student’s *t*-test. For **b**, *P* values were determined by unpaired two-way ANOVA with two-sided Dunnett’s test. For **e**, *P* value was determined by an empirical gene set-based permutation test

### Trincr1 represses target genes of ERK pathway in ESCs

To further analyze the impact of Trincr1 knockout on the transcriptome of ESCs, we performed RNA-Seq for wild type and *Trincr1−/−* ESCs in both 2i + LIF and PD + LIF conditions (Supplementary Data 2). 

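Poly(A) RNA of wild type and *Trincr1−/−* ESCs was sequenced in 2 media, with 2 samples per genotype and medium. Cells in 2i + LIF received 1 μM PD0325901, 3 μM CHIR99021 and 1000 units/ml LIF. Cells in PD + LIF were plated in 2i + LIF for 24 h and then grown for 4 days without CHIR99021. The authors aligned the reads with STAR and deposited normalized FPKM values from Cufflinks for each gene and sample. The coordinates of the deposited table are those of GRCm38: 97.7% of 13802 genes compared start and end within 1000 bases of that build, while the methods name mm9. After 1 entry per gene identifier was kept, the table held 41204 genes, and 15430 of them had a mean above 0.2 FPKM over the 8 samples, the filter of Supplementary Data 2. These were tested with limma on log2(FPKM + 1), with the 4 combinations of genotype and medium in 1 fit, a trend of the variance with expression and Benjamini-Hochberg adjustment. Read counts are not in the table. From the steps between the lowest FPKM values of genes with 500 to 1500 bases, the libraries were estimated to hold between 10.3 and 14.1 M fragments, so that 1 fragment on 1000 bases gave 0.0910 to 0.125 FPKM. On a simulated table of 15430 genes, the spread followed the trend of the real samples with expression. In it, 200 genes above about 1 FPKM were given a log2 fold change of 1 or 2 in either direction. This test recovered 197 with the right direction and called 14 unchanged genes. Recovery of smaller changes and of genes of lower expression was not simulated.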

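The targeted gene was examined first. Both guide RNAs match the minus strand of chromosome 8 in NCBIM37 without a mismatch and next to AGG, g1 (GACATGCTTGGTAACTATGT as DNA) at 90045629 to 90045648 and g2 (GAAGCAGAACCCAGACCAAC) at 90049474 to 90049493. Cuts at these sites are 3845 bases apart, and every annotated Gm2694 exon apart from exon 1 lies between them. In the RNA-seq table, Gm2694 had 7.58 ± 2.65 FPKM (SD, n = 2) in wild-type ESCs and 0.0377 ± 0.0533 FPKM (SD, n = 2) in *Trincr1−/−* ESCs in 2i + LIF, where 1 of the 2 *Trincr1−/−* samples was listed at 0. In PD + LIF it had 6.37 ± 0.266 FPKM (SD, n = 2) in wild-type and 1.06 ± 0.450 FPKM (SD, n = 2) in *Trincr1−/−* ESCs, which is 16.7% of the wild-type mean. With the 502 bases of the long isoform, the *Trincr1−/−* values correspond to an estimated 0.259 and 0 fragments in 2i + LIF. In PD + LIF they correspond to 4.59 and 2.79 fragments. Wild-type samples had an estimated 19.7 to 31.7 fragments over both media. An estimate under 1 fragment for a value above 0 means that an assumption behind these counts is off, so they are rough. The log2 fold change, which the pseudocount limits at such low values, was -3.01 in 2i + LIF (standard error 0.23, limma adjusted p = 0.00317) and -1.85 in PD + LIF (standard error 0.23, limma adjusted p = 0.00535). Its difference between the media was not past the threshold (limma adjusted p = 0.125). The nearest gene, Cbln1, changed by -0.32 in 2i + LIF (limma adjusted p = 0.438) and by 0.35 in PD + LIF (limma adjusted p = 0.214), and the neighbors Gm19872 and 4933402J07Rik were at or near 0 FPKM in all samples.

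**Figure D1:**
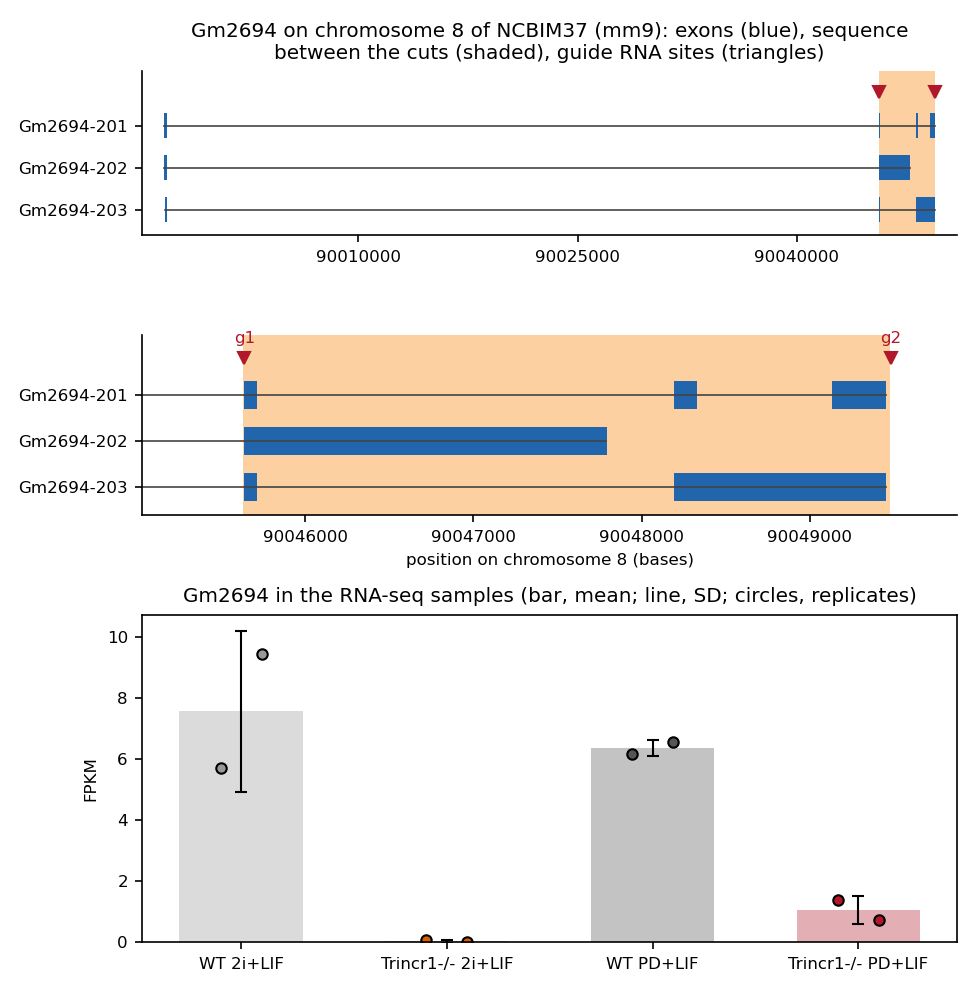
The upper maps show the annotated exons of Gm2694 on chromosome 8 of NCBIM37 in bases, the whole gene first and then the part around the guide RNA sites, with the sequence between the cuts shaded. The plot of FPKM shows each of the 8 samples with the group mean and SD: all 4 *Trincr1−/−* samples lie at or below 1.38 FPKM and all 4 wild-type samples at or above 5.70 FPKM.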

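Principal components were computed from log2(FPKM + 1), scaled to unit variance, for the 13330 protein-coding genes with a mean above 0.2 FPKM. The first component held 58.4% of the variance and placed the 2i + LIF samples between -83.4 and -80.5 and the PD + LIF samples between 78.6 and 87.4. The second held 14.6% and the third 7.86%. In the plane of the first 2 components, the mean positions of wild type and *Trincr1−/−* ESCs were 112 units apart in PD + LIF and 31.0 units apart in 2i + LIF, while replicates of one group were between 2.39 and 13.8 units apart. Over all genes, the distance between the genotypes was 1.21 times the mean distance between replicates in PD + LIF and 0.909 times that distance in 2i + LIF. Since group means of 2 samples vary less than single samples, a ratio of 0.707 would be reached without a difference between genotypes. The third component separated the genotypes in 2i + LIF, with wild-type samples at 37.4 and 42.5 and *Trincr1−/−* samples at -28.9 and -51.1. Without scaling to unit variance, the ratio of distances was 1.41 in PD + LIF and 1.06 in 2i + LIF. These distances were not tested, and each group holds only 2 samples.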

Principal component analysis showed that wild type and *Trincr1−/−* ESCs were clustered closely together in 2i + LIF, but were clearly separated away from each other in PD + LIF (Fig. 3c and Supplementary Fig. 3e). These results suggest that 2i + LIF mask the functional importance of Trincr1. 

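In PD + LIF, 970 genes were higher and 891 lower in *Trincr1−/−* than in wild-type ESCs at an adjusted p-value under 0.05 (limma), of 15430 genes tested. In 2i + LIF, 54 were higher and 132 lower. The fit of only the 4 samples of one medium moved these counts most, to 316 genes in PD + LIF and 0 genes in 2i + LIF, where 2106 genes had an unadjusted p under 0.05. The difference between the media was tested as an interaction, which 279 genes passed, 153 with a higher and 126 with a lower log2 fold change in PD + LIF. Changes in 2i + LIF were partly shared: 23 genes were higher and 75 lower in both media, and 9 changed in opposite directions. Between the media, wild-type ESCs differed in 4765 genes that were higher and 3283 that were lower in PD + LIF. After Gm2694 itself, the genes most lowered in 2i + LIF were Gldc, from 24.6 ± 1.08 to 4.02 ± 0.00134 FPKM (SD, n = 2 each), Uchl1, from 47.5 ± 7.50 to 9.94 ± 0.0800 FPKM, and Crb3, from 6.42 ± 0.613 to 0.895 ± 0.282 FPKM, and they were also lower in PD + LIF. The pseudogene Gm9174 was listed at 0 in both *Trincr1−/−* samples and at 2.76 ± 1.11 FPKM in wild-type ESCs. Reads of a pseudogene can be shared with its parent gene, so the values of Gm9174 are uncertain. The genes most raised were Grhl2, with a log2 fold change of 2.16 (standard error 0.16, limma adjusted p = 0.00271), Snai1 with 2.00 (standard error 0.18, limma adjusted p = 0.00514), Klhl13 with 1.57, Kcp with 1.34 and Cdx2 with 1.19. Cdx2 was not changed in PD + LIF (log2 fold change 0.08, limma adjusted p = 0.739), and its difference between media passed the threshold (limma adjusted p = 0.0430). From the close clustering in 2i + LIF and the separation in PD + LIF, the paper proposes that 2i + LIF masks the function of Trincr1.

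**Figure D2:**
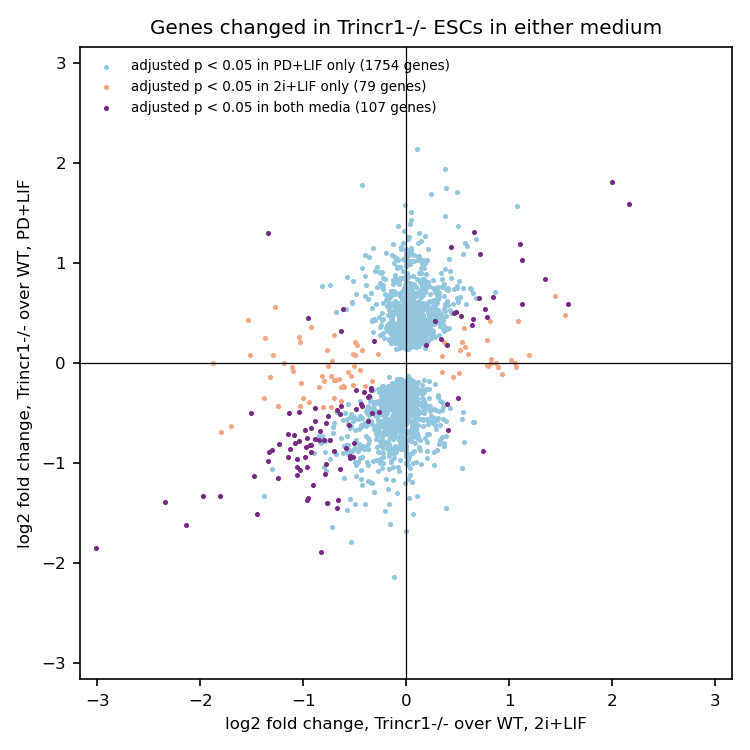
Each point is a gene with an adjusted p-value under 0.05 in either medium, at its log2 fold change of *Trincr1−/−* over wild-type ESCs in 2i + LIF (horizontal axis) and in PD + LIF (vertical axis). The threshold was passed by 1754 genes in PD + LIF alone and by 79 genes in 2i + LIF alone, and the 107 genes past it in both media lie mostly in the lower left.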

The results for *Trincr1−/−* in 2i + LIF condition are not surprising, since 2i + LIF may stimulate multiple redundant pathways to support the self-renewal of ESCs. For example, ESCs lacking key transcription factors such as Klf2^30^ and Esrrb^31^ can still self-renew in 2i+LIF.

To get a more thorough view on the impact of *Trincr1* knockout, we performed KEGG pathway analysis for genes with average FPKM ≥ 1 and up- or downregulated >2 fold in *Trincr1−/−* versus wild-type ESCs in PD + LIF. 

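By the rule of an average of at least 1 FPKM and a ratio of means above 2, with values under 0.1 FPKM set to 0.1, 224 genes were higher and 268 lower in *Trincr1−/−* ESCs in PD + LIF. The rule involves no test. Of these genes, 146 of the higher and 174 of the lower ones also had a limma adjusted p-value under 0.05. The same rule gave 105 higher and 196 lower genes in 2i + LIF, of which 12 and 43 were also found in PD + LIF. Another 16 genes were higher in one medium and lower in the other. As a factor, the counts in PD + LIF moved most with the minimum of the average, since an average of at least 5 FPKM left 64 higher and 66 lower genes. In number of genes, they moved most with a ratio above 1.5, which gave 675 higher and 772 lower genes. The most raised genes in PD + LIF with a limma adjusted p-value under 0.05 and replicates that do not overlap were En1, from 1.72 ± 0.512 to 10.9 ± 1.38 FPKM (SD, n = 2 each), Sp5, from 1.66 ± 0.208 to 9.22 ± 1.12 FPKM, Snai1, from 2.65 ± 0.838 to 11.7 ± 1.03 FPKM, the pseudogene Gm6142, from 0.797 ± 1.13 to 4.55 ± 0.333 FPKM, and Ptn, from 2.00 ± 0.0386 to 9.16 ± 1.56 FPKM. The most lowered were Appbp2os with a log2 fold change of -2.14 (standard error 0.33, limma adjusted p = 0.00997), Rab25 with -1.89 (standard error 0.13, limma adjusted p = 0.00136), Gm2694 and Mt4, which was at 3.23 ± 1.03 FPKM in wild-type and 0.221 ± 0.312 FPKM in *Trincr1−/−* ESCs. The pseudogene Gm20689 was listed at 0 in both *Trincr1−/−* samples and at 2.38 ± 1.48 FPKM in wild-type ESCs. As for Gm9174, reads can be shared with a parent gene, so the values of Gm6142 and Gm20689 are uncertain.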

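Pathway annotation of KEGG was not used here. Lists of target genes written by hand show which known targets are among the genes changed by the rule above. Targets with an average under 1 FPKM are therefore not counted. Of 24 ERK targets, Emp1, Myc and Phlda1 were more than 2 fold higher in *Trincr1−/−* ESCs in PD + LIF, and none was more than 2 fold lower. Emp1 rose from 3.61 ± 0.363 to 9.89 ± 1.11 FPKM (SD, n = 2 each), Myc from 3.78 ± 0.250 to 9.63 ± 1.89 FPKM and Phlda1 from 1.11 ± 0.234 to 2.96 ± 0.600 FPKM. Of 16 targets of GSK3 inhibition, most of them targets of Wnt signaling, 4 were more than 2 fold higher, namely Sp5, Axin2, Nkd1 and Tnfrsf19, and none was more than 2 fold lower. T, Dkk1 and Rnf43 had ratios of 3.65, 2.92 and 2.31 in PD + LIF but averages under 1 FPKM. Axin2 rose from 2.86 ± 0.364 to 9.76 ± 1.77 FPKM, a log2 fold change of 1.47 (standard error 0.13, limma adjusted p = 0.00254), Nkd1 rose from 1.49 ± 0.214 to 3.89 ± 0.498 FPKM and Tnfrsf19 from 2.35 ± 0.0259 to 6.12 ± 0.429 FPKM. Of 19 FOXO targets, Pdk4 was more than 2 fold lower, from 3.52 ± 0.209 to 1.23 ± 0.0919 FPKM, and none was more than 2 fold higher. None of the 14 STAT3 targets or the 7 pluripotency genes named in the paper changed more than 2 fold by this rule.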

Interestingly, genes upregulated were significantly enriched in several signaling pathways including MAPK signaling pathway, Wnt signaling pathway, and signaling pathways regulating pluripotency of stem cells (Fig. 3d, Supplementary Fig. 3f). Furthermore, we performed detailed analysis on four known pluripotency regulating signaling pathways^14^, including AKT, MEK/ERK, STAT3, and GSK3 pathways. Among them the target genes of MEK/ERK pathway were the most significantly upregulated (~1.4 fold in median) in *Trincr1−/−* versus wild-type ESCs in PD + LIF (Supplementary Fig. 4), consistent with the increase of basal ERK phosphorylation level in *Trincr1−/−* ESCs. 

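The target genes of these pathways are not named in the paper's text, so the lists hold genes chosen by hand, with 24 ERK targets, 16 targets of GSK3 inhibition, 14 STAT3 targets and 19 FOXO targets that AKT represses. Of these, 21, 15, 13 and 19 genes had a mean above 0.2 FPKM and were tested. Each list was tested with camera on the limma fit, two-sided, with an inter-gene correlation of 0.01, and its median log2 fold change was ranked among 10000 random lists of the same size matched on mean expression. Together with the pluripotency genes named in the paper, a list of formative and primed genes and the TRIM71-bound transcripts, this made 14 tests in the 2 media, over which p-values were adjusted by Benjamini-Hochberg.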

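The median log2 fold change of the ERK targets in *Trincr1−/−* over wild-type ESCs in PD + LIF was 0.23, a fold of 1.17, with 16 of 21 genes higher (camera adjusted p = 0.0395), and it lay above 99.99% of the matched random lists. In 2i + LIF the median was -0.05, with 10 of 21 genes higher (camera adjusted p = 0.883). The difference between the media had a camera adjusted p = 0.0552 over 7 tests, and 0.0458 after quantile normalization. In PD + LIF, 5 ERK targets were higher and 2 lower at a limma adjusted p-value under 0.05 over all genes, and 8 were higher and 2 lower when adjusted over the list alone. Epha2 (log2 fold change -0.62, limma adjusted p = 0.00848) and Etv5 (log2 fold change -0.41, limma adjusted p = 0.00665) were the lower ones. The feedback targets Dusp6 and Spry4 did not pass the threshold, with log2 fold changes of 0.27 (limma adjusted p = 0.304) and 0.09 (limma adjusted p = 0.772).
The targets of GSK3 inhibition had a median log2 fold change of 0.35 in PD + LIF, with 12 of 15 genes higher (camera adjusted p = 0.00213), and of 0.20 in 2i + LIF, with 14 of 15 genes higher (camera adjusted p = 0.000338). Their difference between media did not pass (camera adjusted p = 0.355). At a limma adjusted p-value under 0.05 over all genes, 5 were higher and 1 lower in PD + LIF, against 6 and 1 when adjusted over the list alone. The STAT3 targets had a median of 0.10 in PD + LIF with 8 of 13 genes higher (camera adjusted p = 0.883), and the FOXO targets a median of -0.08 with 7 of 19 genes higher (camera adjusted p = 0.349). In 2i + LIF these 2 lists had medians of 0.05 (camera adjusted p = 0.349) and 0.07 (camera adjusted p = 0.211). When the inter-gene correlation was estimated from the data, the GSK3 list had an unadjusted p under 0.05 in both media, and the ERK list in PD + LIF did not, and no list passed after adjustment. With fry, another gene set test, both lists did in PD + LIF. From the change of the MEK/ERK targets, the paper draws a link to the higher basal ERK phosphorylation in *Trincr1−/−* ESCs.

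**Figure D3:**
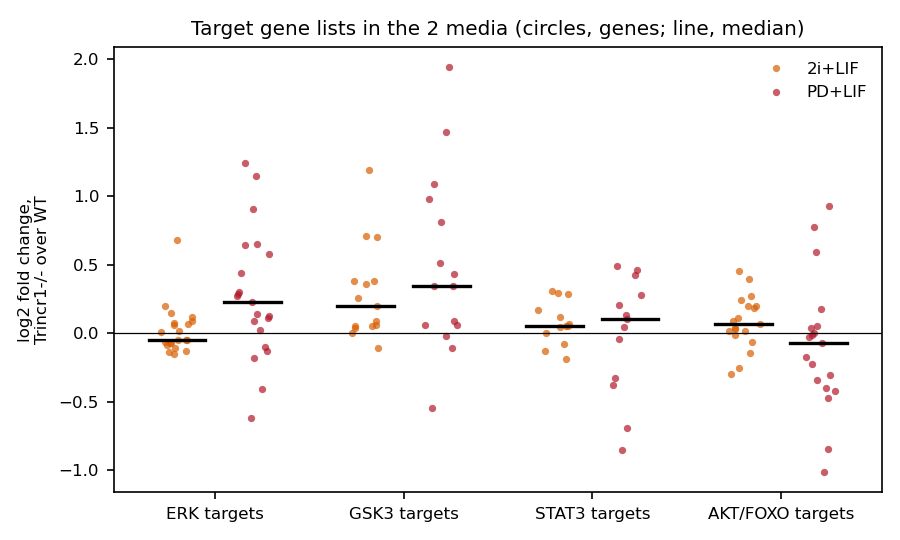
Each circle is a gene of one of the 4 lists, at its log2 fold change of *Trincr1−/−* over wild-type ESCs in 2i + LIF (orange) or PD + LIF (red), and each line is the median of a list. The medians of the ERK list lie at -0.05 and 0.23 and those of the GSK3 list at 0.20 and 0.35.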

Gene set enrichment analysis (GSEA)^32^ verified that MEK/ERK targets were strongly associated with *Trincr1−/−* versus wild-type ESCs in PD + LIF (Fig. 3e). Therefore, these data show that the repression of ERK phosphorylation by Trincr1 has functional consequences on the expression of downstream target genes and cell fate.

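Preranked GSEA of the ERK target list, with the 15416 gene symbols ordered by the limma statistic for *Trincr1−/−* over wild-type ESCs in PD + LIF and 10000 permutations of the gene set, gave an enrichment score of 0.514 and a normalized enrichment score of 1.48 (permutation p = 0.0546). The positive sign places the list towards genes that were higher in *Trincr1−/−* ESCs, and 8 of the 21 ranked targets made up the leading edge. Ordered by log2 fold change, the genes gave a normalized enrichment score of 1.75 with a permutation p of 0.00516, and with only genes of a mean of at least 1 FPKM the score was 1.52 with a permutation p of 0.0459.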

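All 7 pluripotency genes named in the paper were lower in *Trincr1−/−* ESCs in PD + LIF, with a median log2 fold change of -0.29 (camera adjusted p = 2.39e-05), and 4 of 7 were higher in 2i + LIF, with a median of 0.02 (camera adjusted p = 0.793). The difference between the media had a median of -0.36 (camera adjusted p = 9.21e-06). In PD + LIF, Esrrb fell from 109 ± 0.0573 to 73.2 ± 6.58 FPKM (SD, n = 2 each), Klf2 from 132 ± 2.99 to 94.9 ± 0.345 FPKM, Nanog from 223 ± 18.9 to 160.1 ± 13.1 FPKM, Sox2 from 179 ± 8.01 to 146 ± 11.9 FPKM and Oct4 (Pou5f1) from 417 ± 5.22 to 363 ± 13.5 FPKM, each with a limma adjusted p-value under 0.05. Tbx3 (log2 fold change -0.25, limma adjusted p = 0.0630) and Rex1 (Zfp42, log2 fold change -0.13, limma adjusted p = 0.159) passed when adjusted over the list alone, as did all 7 genes. Of 11 formative and primed genes, 10 were higher in PD + LIF, with a median log2 fold change of 0.38 (camera adjusted p = 8.40e-05). Dnmt3b rose from 72.4 ± 9.94 to 129 ± 10.5 FPKM and Fgf15 from 2.79 ± 0.408 to 6.93 ± 0.709 FPKM, while Fgf5 was at 1.29 ± 0.234 FPKM in wild-type and 1.96 ± 0.0403 FPKM in *Trincr1−/−* ESCs (limma adjusted p = 0.0948). With an estimated inter-gene correlation, the pluripotency list had an unadjusted p under 0.05 in PD + LIF. The list of formative and primed genes did not. Neither passed after adjustment (camera adjusted p = 0.185 for the pluripotency genes, camera adjusted p = 0.349 for the formative and primed genes). Between media, the pluripotency list did not pass with that correlation either (camera adjusted p = 0.160). The paper concludes that the repression of ERK phosphorylation by Trincr1 acts on downstream target genes and cell fate.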

### Thoc5 regulates the export of Trincr1 to cytoplasm

The interaction between Trincr1 and TRIM71 suggests the cytoplasmic presence of Trincr1. To test this, we determined cytoplasmic/nuclear distribution of Trincr1 in wild-type ESCs. Subcellular fractionation assay followed by RT-qPCR revealed that around 70% of Trincr1 is located in the cytoplasm (Fig. 4a). Previous report showed that Thoc5 is essential for the nuclear export of a subset of pluripotency regulating mRNAs^33^. Since Trincr1 promotes self-renewal and pluripotency of ESCs, we tested whether Thoc5 is also responsible for the nuclear export of Trincr1. We knocked down various components of transcription-export complex including Thoc5, Thoc2, Nxf1, and Aly (Fig. 4b) using a CRISPRi strategy. Subcellular fractionation assay showed that only knocking down Thoc5 inhibited the cytoplasmic transport of Trincr1 (Fig. 4c). Consistent with Trincr1 functioning in the cytoplasm, ERK phosphorylation was significantly upregulated in Thoc5 knocking down ESCs (Fig. 4d). These results show that Trincr1 is exported by Thoc5 to interact with TRIM71 in the cytoplasm.

**Fig. 4:**
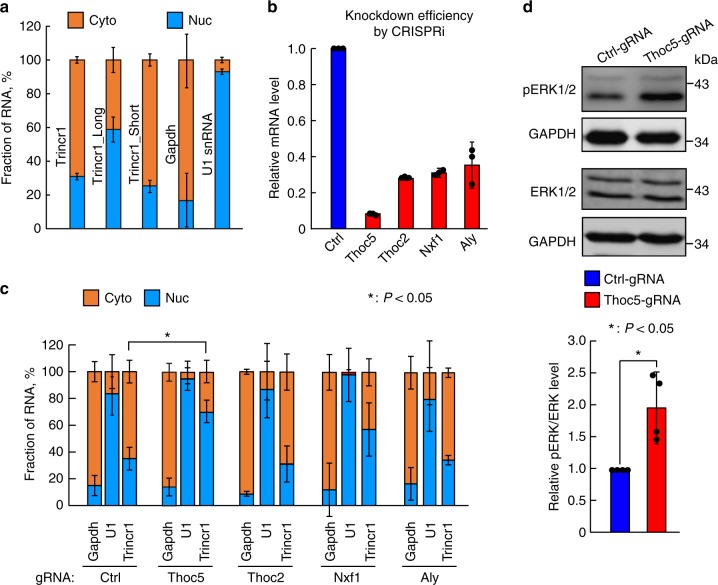
Thoc5 regulates the export of Trincr1 to cytoplasm. **a** Fraction of Trincr1 in cytoplasm (Cyto) and nucleus (Nuc). *n* = 3 independent experiments. Data were normalized by using comparable amounts of nuclear and cytoplasmic lysates from the same cell samples. U1 and Gapdh were used for the quality control of nucleus and cytoplasm fraction, respectively. **b** RT-qPCR analysis of knockdown efficiency of CRISPRi constructs targeting various components of transcription-export complex. The β-actin gene was used as a control. Data were normalized to ESCs treated with control gRNAs. *n* = 3 biological replicates. **c** Fraction of Trincr1 in cytoplasm and nucleus in CRISPRi ESCs. *n* = 3 independent experiments. Data were normalized by using comparable amounts of nuclear and cytoplasmic lysates from the same cell samples. U1 and Gapdh were used for the quality control of nucleus and cytoplasm fraction, respectively. **d** Western blotting analysis of phosphorylated ERK in control and Thoc5 CRISPRi ESCs in 2i + LIF. For quantification of pERK/ERK, data were normalized to GAPDH and then to control gRNA treated ESCs cultured in 2i + LIF. *n* = 4 independent experiments. Shown are mean ± SD. For **c**, *P* values were determined by unpaired two-way ANOVA with two-sided Dunnett’s test. For **d**, *P* values were determined by paired two-sided Student’s *t*-test

### Sequence requirements for interaction of Trincr1 and TRIM71

Next, we tried to determine which part of Trincr1 is responsible for inhibiting ERK phosphorylation. We checked ERK phosphorylation level upon FGF induction in ESCs overexpressing truncated Trincr1 (Fig. 5a, b and Supplementary Fig. 5a, b). The results show that the core functional sequence of Trincr1 existed in the 1–140th nt fragment of Trincr1_S (or 63rd-202nd nt fragment of Trincr1_L). This is also another evidence suggesting that Trincr1 functions as a noncoding RNA since the longest open reading frame found in this fragment codes for a peptide with only 6 amino acids^25^. These data suggest that an essential RNA fragment around 140 nt long near the 5′ end of Trincr1 functionally inhibits the phosphorylation of ERK induced by bFGF in ESCs.

**Fig. 5:**
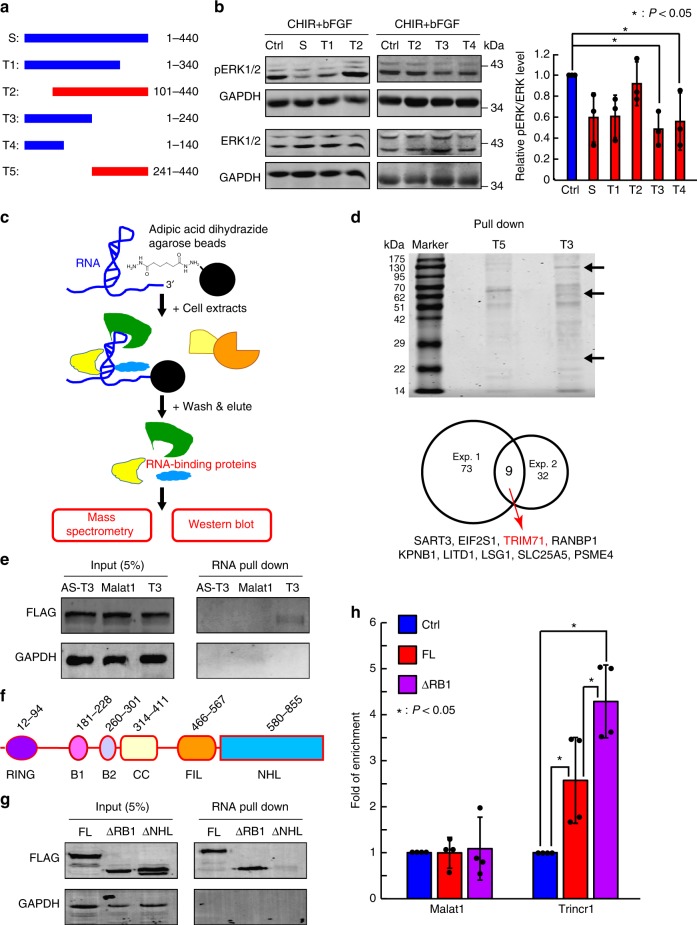
Trincr1 physically interacts with TRIM71. **a** Schematic design for truncated Trincr1 used in this study. Drawn in scale. Blue, RNA constructs inhibiting ERK phosphorylation; Red, RNA constructs with no effects on ERK phosphorylation. **b** Western blotting analysis of phosphorylated ERK in empty and Trincr1_S and Trincr1_S truncated overexpressing ESCs induced by bFGF. For quantification of pERK/ERK, data were normalized to GAPDH and then to control overexpression vector transfected ESCs cultured in CHIR and induced by 12 ng/ml bFGF. *n* = 3 independent experiments. **c** Experimental design for identifying Trincr1 interacting proteins. In vitro transcribed T3 was used as the bait, T5 was used as the control. **d** Trincr1 interacting proteins identified by RNA pull-down followed by mass spectrometry analysis in ESCs. Up panel shows a representative gel of RNA pull-down samples stained by Coomassie blue, and the arrow indicates the protein pulled down by T3 but not T5; Bottom panel shows the number of proteins identified by two independent pull-down experiments. **e** Western blotting analysis of FLAG tagged TRIM71 pulled down by in vitro transcribed antisense T3, a 200 nt fragment of the lincRNA Malat1, and T3 in ESCs. Shown is a representative gel of two independent experiments. **f** Graphic illustration showing different protein domains in TRIM71. **g** Western blotting analysis of Flag tagged full length (FL), RING /B1 domain truncated (ΔRB1), and NHL domain truncated (ΔNHL) TRIM71 pulled down by T3 in ESCs. Shown is a representative gel of two independent experiments. **h** RT-qPCR analysis of Trincr1 and Malat1 following Flag RIP in control, Flag-Trim71, and Flag-RING and B1 truncated Trim71 overexpressing ESCs. Data were normalized to control ESCs transfected with empty 3X FLAG overexpression vectors. *n* = 4 independent experiments. Shown are mean ± SD. For **b**, *P* values were determined by unpaired two-way ANOVA with one-sided Dunnett’s test. For **h**, *P* values were determined by unpaired two-way ANOVA with Tukey’s test

To confirm that Trincr1 directly interacts with TRIM71, we performed RNA pull-down followed by mass spectrometry analysis to identify Trincr1 interacting proteins (Fig. 5c). T3 and T5 were synthesized by in vitro transcription and used as a bait and a control, respectively (Supplementary Fig. 5c). Consistently, endogenous TRIM71 was reproducibly identified with eight other proteins in samples pulled down by T3 from two independent experiments (Fig. 5d). RNA pull-down followed with western blotting analysis confirmed that TRIM71 was specifically bound by T3, but not by antisense T3 or a 240 nt fragment of lncRNA Malat1 (Fig. 5e). TRIM71 contains a TRIM motif consisting of a RING, two B-boxes and a CC domain, followed by filamin homology and NHL domains (Fig. 5f)^34^. Truncation experiments indicated that the NHL domain but not the RING or B1 box domain of TRIM71 was required for the binding of Trincr1 (Fig. 5g and Supplementary Fig. 5d). RIP-qPCR analysis further confirmed the interaction between Trincr1 and TRIM71 in ESCs and that the interaction is dependent on the NHL domain but not the RING and B1 box domain (Fig. 5h and Supplementary Fig. 5e). These data show that the physical interaction between Trincr1 and TRIM71 relies on the NHL domain of TRIM71 and the 5′ half of Trincr1.

### Trincr1 functions through suppressing TRIM71

Next, we tested whether Trincr1 functions through direct inhibition of TRIM71 by epistasis analysis. First, we checked whether knocking down Trim71 can rescue the defects of *Trincr1−/−* in FGF/ERK signaling and ESC self-renewal. We knocked down Trim71 using shRNAs in *Trincr1−/−* ESCs (Fig. 6a) and found that knocking down Trim71 successfully rescued the basal level of ERK phosphorylation in *Trincr1−/−* ESCs in 2i + LIF condition (Fig. 6b, c) and serum + LIF condition (Supplementary Fig. 6a). In addition, no further inhibition of ERK phosphorylation was observed upon knocking down Trim71 in Trincr1_S overexpressing ESCs (Supplementary Fig. 6b), suggesting that Trim71 and Trincr1 function in the same pathway. In agreement with ERK phosphorylation analysis, colony formation assay showed that knocking down Trim71 in *Trincr1−/−* background fully rescued the self-renewal defect of *Trincr1−/−* ESCs in PD + LIF (Fig. 6d). Interestingly, although loss of Trincr1 did not significantly affect the proliferation of ESCs, it sensitized ESCs to depend on Trim71 for rapid proliferation (Fig. 6e), suggesting that Trim71 and Trincr1 cooperate to ensure the robustness of regulatory networks controlling ESC proliferation. To provide further mechanistic insights on Trincr1 function in FGF/ERK signaling, we checked the impact of Trincr1 knockout on the protein level of SHCBP1, the direct target of TRIM71 in regulating ERK pathway^21^. Compared to wild-type ESCs, SHCBP1 protein but not mRNA was significantly upregulated in *Trincr1−/−* ESCs (Fig. 6f). The increase in SHCBP1 protein was not due to the change in Trim71 expression since both mRNA and protein levels of Trim71 were not altered in *Trincr1−/−* or Trincr1 OE ESCs **(**Fig. 6g, h and Supplementary Fig. 6c). These data led us to hypothesize that Trincr1 may affect interaction between TRIM71 and SHCBP1. To test this, we overexpressed FLAG tagged TRIM71 and HA tagged SHCBP1 in HEK293 cell with or without Trincr1 overexpression and performed immunoprecipitation experiments with FLAG antibody. The results showed that Trincr1 overexpression significantly weakened the interaction between TRIM71 and SHCBP1 (Fig. 6i). Taken together, these data demonstrate that Trincr1 represses FGF/ERK signaling and promotes the self-renewal of ESCs through suppressing TRIM71.

**Fig. 6:**
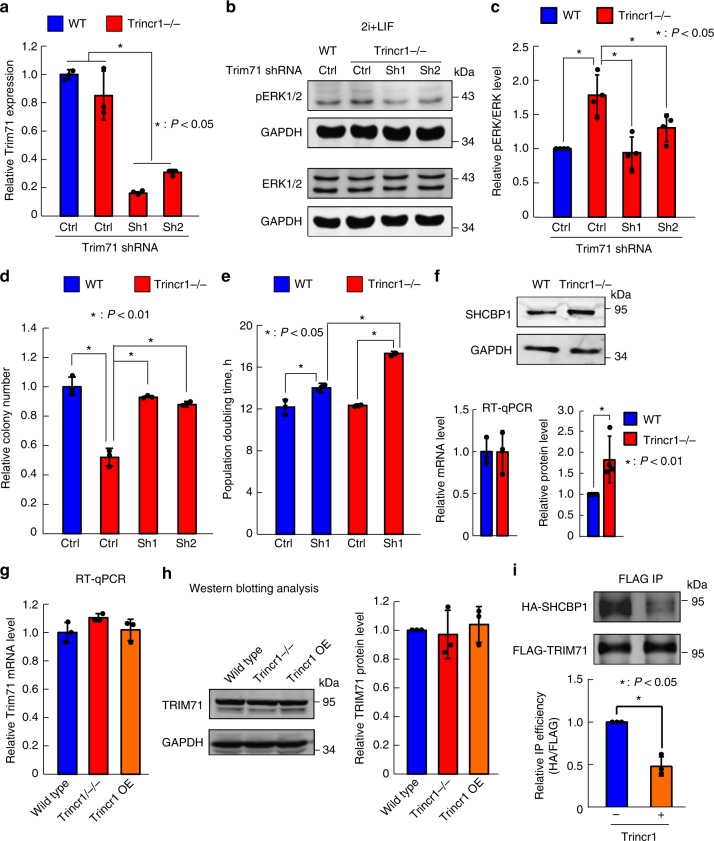
Trincr1 functions through suppressing TRIM71. **a** RT-qPCR analysis of Trim71 knocking down in *Trincr1−/−* ESCs. *n* = 3 biological replicates. **b** Western blotting analysis of pERK in control shRNA vector treated wild-type ESCs and control or Trim71 shRNA vector treated *Trincr1−/−* ESCs cultured in 2i + LIF. Shown are representative images. **c** Quantification of pERK/ERK. *n* = 4 independent experiments. **d** Colony formation assay for control or Trim71 shRNA ESCs in wild type or *Trincr1−/−* in PD + LIF. *n* = 3 biological replicates. **e** Population doubling time for *Trincr1−/−* and Trim71 knockdown ESCs in 2i + LIF medium. *n* = 3 biological replicates. The first two columns were the same data appeared in Supplementary figure 1e. **f** Western blotting analysis and qPCR of Shcbp1 in wild type and *Trincr1−/−* ESCs. Bottom left: quantification of western blot data, *n* = 4 independent experiments. Bottom right: qPCR of Shcbp1. Data were normalized to wild-type ESCs. *n* = 3 biological replicates. **g** RT-qPCR analysis of Trim71 expression in wild type, *Trincr1−/−*, and Trincr1_S overexpressing ESCs. Data were normalized to wild-type ESCs. *n* = 3 biological replicates. **h** Western blotting analysis of FLAG knockin TRIM71 in wild type, *Trincr1−/−*, and Trincr1_S overexpressing ESCs in 2i + LIF. *n* = 3 independent experiments. **i** Western blotting analysis of immunoprecipitation with FLAG antibody (FLAG IP) in HEK293 cells expressing HA-SHCBP1 and FLAG-TRIM71 with or without Trincr1_S overexpression. Shown are representative images of IP samples (left) and quantification of IP efficiency (right). IP efficiency was calculated as HA-SHCBP1 /FLAG-TRIM71 and then normalized to samples without Trincr1_S overexpression. *n* = 3 independent experiments. For the RT-qPCR of **a**, **f**, and **g**, the β-actin gene was used as a control. Shown are mean ± SD. For **a**, **c**, and **d**, data were normalized to wild-type ESCs treated with control shRNA vectors, *P* values were determined by unpaired one-way ANOVA with two-sided Dunnett’s test. For **e**, *P-*values were determined by unpaired two-way ANOVA with Tukey’s test. For **f** and **i**, *P* values were determined by paired two-sided Student’s *t*-test

### Trincr1 represses FGF/ERK signaling in NPCs

Next, we tested whether overexpression of Trincr1 represses FGF/ERK signaling in other cells. We chose 3T3 and neural progenitor cells (NPCs) for the further test. RT-qPCR showed that Trim71 is not expressed in 3T3 cells but in NPCs (Supplementary Fig. 7a). Based on our hypothesis that Trincr1 represses FGF/ERK signaling through TRIM71, we expect that Trincr1 overexpression should only affect FGF/ERK signaling in NPCs. Indeed, overexpressing Trincr1 did not cause any change of ERK phosphorylation in 3T3 cells (Supplementary Fig. 7b, c). In contrast, overexpression of Trincr1 significantly suppressed the basal ERK phosphorylation in NPCs (Fig. 7a). Interestingly, cell morphology showed noticeable difference between control and Trincr1 overexpressing NPCs (Supplementary Fig.7d). RT-qPCR results showed that markers for progenitor cells (Nestin, Pax6) and markers for astrocyte differentiation (Aqp4, Clu, and Gfap) are significantly downregulated and upregulated in NPCs overexpressing Trincr1 (Fig. 7b), respectively. Immunofluorescence confirmed the loss of NPC marker Nestin in Trincr1 overexpressing cells (Fig. 7c). These results are consistent with the requirement of FGF/ERK signaling in the self-renewal of NPCs. Together, these data show that ectopic expression of Trincr1 represses FGF/ERK signaling and the self-renewal of NPCs.

**Fig. 7:**
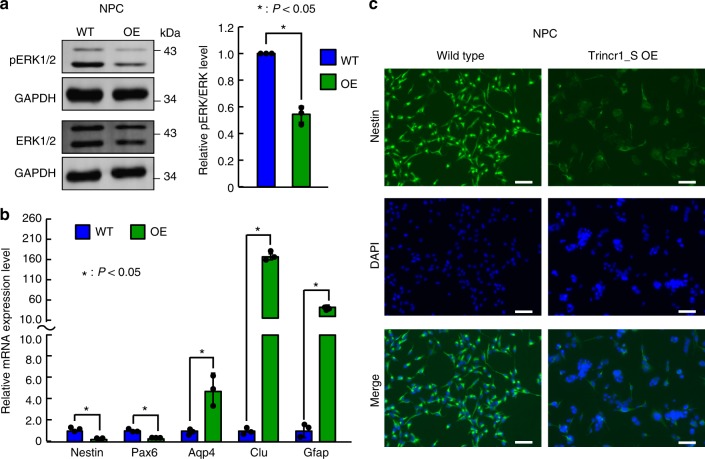
Ectopic expression of Trincr1 represses FGF/ERK signaling in NPCs. **a** Western blotting analysis of pERK in NPCs overexpressing Trincr1_S. Shown are representative images (left) and quantification (right). Data were normalized to ERK and then to wild-type NPCs. *n* = 3 independent experiments. **b** RT-qPCR analysis of markers for NPCs and astrocytes. The β-actin gene was used as a control. Data were normalized to the mRNA level of wild-type NPCs. *n* = 3 biological replicates. **c** Immunofluorescence of Nestin in wild type and Trincr1_S overexpressing NPCs. Green represents Nestin, Blue represents DAPI. Scale bars, 100 μm. Shown are mean ± SD. For **a**, *P* values were determined by paired two-sided Student’s *t*-test. For **b**, *P-*values were determined by unpaired two-sided Student’s *t*-test

## Discussion

In this study, we have identified a pair of regulators with opposing functions in fine-tuning the amplitude of FGF/ERK signaling in ESCs. TRIM71 enhances the activation of FGF/ERK signaling by stabilizing SHCBP1, while the lncRNA Trincr1 binds TRIM71 to inhibit its SHCBP1 stabilizing activity. The truncation experiments show that the physical interaction between Trincr1 and TRIM71 relies on the NHL domain of TRIM71 and the 5′ half of Trincr1. We confirmed that TRIM71 and Trincr1 work in the same axis to regulate FGF/ERK signaling by showing that knocking down Trim71 fully rescued the defects of *Trincr1−/−* ESCs. Furthermore, we found that Thoc5 is an essential component for the nuclear export of Trincr1 and required for the suppression of ERK signaling in ESCs. More importantly, FGF/ERK signaling and self-renewal of NPCs can be manipulated by ectopic expression of Trincr1. Together, our study highlights lncRNAs as important modulators of signal transduction pathways and broadens molecular mechanisms of lncRNAs in regulating the self-renewal and pluripotency of ESCs.

Whether Trincr1 directly binds TRIM71 is currently unclear. Our data do not exclude the possibility that the interaction between Trincr1 and TRIM71 is mediated by other factors (e.g., RNA or protein). To show the direct binding between the two molecules, biochemical experiments such as electromobility shift assay (EMSA) need to be performed with in vitro transcribed RNA and purified recombinant proteins. In addition, the identification of Trincr1 mediated regulation of TRIM71 activity suggests a broader function of lncRNAs in regulating TRIM71 related biological processes. Trim71 has been shown to be important for embryonic development, neural tube closure, reprogramming, and tumorigenesis^17–19,35,36^. In addition to its role in promoting FGF/ERK signaling, Trim71 binds and suppresses the expression of many mRNA targets including cell cycle genes^20^. More interestingly, it has recently been shown to promote the function of miR-290/302 clusters by interacting with AGO2^23^. To what extent these other Trim71 regulated processes are controlled by lncRNAs warrants further studies in the future. More importantly, future work should unveil the functional impact of the interaction between lncRNAs and TRIM71 in other biological contexts, including neural development, cancer, and reprogramming.

Our study highlights the concept of physical interactions between signaling regulators and lncRNAs for fine-tuning the amplitude of signaling to coordinate cell fate specification. In this case, Trincr1 suppresses the function of its protein partner Trim71. However, whether RNA can promote the function of Trim71 is not known. How general the regulation of signaling pathway by RNA remains unclear so far. As shown by us in NPCs, lncRNAs may provide efficient means to control cellular signaling and cell fate. Importantly, RNA interactome studies have identified many signaling proteins as non-canonical RNA binding proteins in various cell types^37–39^, which may serve as platforms for lncRNAs to regulate the cognate signaling pathways. Future work should unveil the hidden RNA world in signaling pathways and its function in regulating cell fate in development and disease. These lncRNAs may provide valuabletools and targets for regenerative medicine and cancer therapy.

## Methods

### Cell culture

Mouse ESCs were cultured on 0.1% gelatin-coated plates in 2i + LIF medium, which consist of N2B27 supplemented with MEK inhibitor PD0325901 (1.0 μM), GSK3 inhibitor CHIR99021 (3.0 μM), and leukemia inhibitory factor (1,000 unit per ml). For PD + LIF experiments, ESCs were first plated in 2i + LIF for 24 h, then washed once with 1xPBS and changed to N2B27 supplemented with PD + LIF, cultured for another four days before analysis with medium changed every other day; For colony formation assay, 600 cells were plated on a 6-well 0.1% gelatin-coated plate in 2i + LIF medium, or 300 cells were plated on feeder cells in a 12-well plate in 2i + LIF medium; Colonies were counted 5–7 days after plating under a dissection microscope. For the derivation of NPCs, ESCs were dissociated and cultured in low-adherent plates to form embryoid bodies (EB). EB kept in suspension culture for 4 days were then plated onto poly-ornithine and laminin-coated plate. Twenty four hours after plating, medium was switched to ITSFn medium and replenished every 2 days. After 6–8 days, cells were re-plated into N2 medium supplemented with 20 ng per ml bFGF on dishes pre-coated with poly-ornithine and laminin. Following 1–2 passages, 20 ng per ml EGF together with FGF were added into N2 medium to stimulate neural progenitor specification. All cell lines were tested to avoid mycoplasma contamination regularly in the lab. Wild-type mouse ESCs were previously generated by us^13^. The HEK293 cells were from ATCC.

### RNA extraction and RT-qPCR

Total RNA was extracted following standard TRIzol protocol (Invitrogen). RT-PCR were performed using SYBR Green mix (Vazyme Biotech, Nanjing). Sequences for RT-qPCR primers are shown in Supplementary Table 1. To quantify the ratio of Trincr1_L versus Trincr1_S, both the common (L plus S) and long isoform (Trincr1_L) amplicons were cloned in tandem into the same plasmid. Five different dilutions (1 fg per μl to 10 pg per μl) were made for qPCR to make the standard curve. The amount of Trincr1_L and total Trincr1 was calculated by fitting the Ct value into the respective standard curve. The amount of Trincr1_S was calculated by subtracting the value of Trincr1_L from the value of total Trincr1.

### siRNAs, shRNA, and CRISPRi design

siRNAs (GenePharma, Shanghai) were transfected at 50 nM using the DharmaFECT1 transfection reagent (Dharmacon, GE Healthcare) following the manufacturer’s protocol. pLKO or pSicoR vectors were used to make lentiviral shRNA constructs. For the CRISPRi experiment, we designed sgRNAs based on the website http://crispr-era.stanford.edu. The control CRISPRi vector had an 18 bp non-targeting guide: 5′-GGGTCTTCGAGAAGACCT-3′. The U6 promoter driven sgRNA sequences were cloned into a piggybac vector expressing KRAB-dCas9 with Hygromycin B resistance. After transfection, CRISPRi ESCs were obtained after 2 weeks selection under 130 μg per ml Hygromycin B and characterized by RT-qPCR. Sequences for siRNAs, shRNAs, and CRISPRi sgRNAs are listed in Supplementary Table 2.

### Trincr1 knockout and overexpression

To knockout Trincr1, a pair of guide RNA sequences were designed by the tool from the website http://crispr.mit.edu/. The Guide RNA sequences were: g1, 5′-GACAUGCUUGGUAACUAUGU-3′; g2, 5′-GAAGCAGAACCCAGACCAAC-3′. In order to overexpress Trincr1, Trincr1_L, and Trincr1_S was amplified from cDNA of ESCs and cloned downstream of CAGGS promoter in piggybac transposon expression vectors digested with BamhI and NheI. Approximately 1 μg piggybac Trincr1_L or Trincr1_S plasmid with 1 μg pBase plasmid were transfected to V6.5 ESCs. After 5 days selection under 130 μg per ml hygromycin B, 300 cells were plated to one well of 6-well plate for colony picking.

### Western blot analysis

Antibodies against ERK (#9102), pERK (#9101) were from Cell Signaling Technology, against GAPDH (MB001) was from Bioworld Technology (Nanjing, China). Against FLAG (F1804) was from Sigma. Anti-rabbit (926–32213) and mouse (926–68022) secondary antibodies were from LI-COR Biosciences and membranes were imaged using Oddssey. For background pERK analysis in 2i + LIF and PD + LIF condition (Figs. 2d, 2f and 6b), because the signal was too weak, HRP-conjugated anti-rabbit secondary antibodies were used and membranes were incubated with the Western ECL Substrate (WBKLS0500, Milipore) and imaged using Amersham imager 600 (GE Life Sciences). All primary antibodies were used at a dilution of 1:1000. All secondary antibodies were used at a dilution of 1:10000. For the analysis of pERK induced by bFGF, cells were plated in 2i + LIF for ~24 h, then grown in CHIR (to remove the interfering effects of PD and LIF on ERK phosphorylation) for ~48 h before bFGF induction, proteins were extracted 15 min after the addition of 12 ng per ml bFGF. Unprocessed images for all western blots in main figures are shown in Supplementary Figure 8.

### Immunofluorescence staining

For immunofluorescence, cells were fixed in 4% PFA at room temperature for 15 min. Then cells were permeabilized with PBS containing 0.2% Triton-X100 and blocked in PBS containing 2% BSA. Incubation for Nestin primary antibody (NES, Aves Labs) was done in blocking solution at 4 °C overnight. Then incubate cells with secondary antibody (ab150169, Abcam) for 1 h at room temperature in the dark. Both primary and secondary antibodies were used at a dilution of 1:500, and cells were counterstained with DAPI.

### CRISPR mediated FLAG knockin at endogenous *Trim71* locus

We were not able to obtain a good quality TRIM71 antibody. To detect endogenous TRIM71 protein level in Fig. 6h, we knocked in a 3XFLAG sequence before the stop codon of Trim71. The targeting strategy is illustrated in Supplementary Figure 6c. The sgRNA was designed by the website http://crispr.mit.edu/ and the sequence is 5′CATCTTCTAATTGTGTCTTC-3′. The U6 promoter driven sgRNA sequence was cloned into a piggybac vector expressing Cas9 with hygromycin B resistance, and 5′ (778 bases) and 3′ (694 bases) arms were cloned in to a targeting vector flanking 3X FLAG T2A GFP sequence. After transfection, CRISPR knockin ESCs were obtained after selection for 2 weeks under 1 μg per ml puromycin and characterized by genomic PCR and sequencing. The primers for genomic PCR locate outside of 5′arm and 3′arm as shown in Supplementary Figure 6c. The expected PCR products are 2475 bp for knockin allele and 1737 bp for wild-type allele.

### Subcellular fractionation

The subcellular fractionation assay was performed as a previously published procedure with modifications^40^. Cells grown in 10 cm dishes were digested with 2 ml Accutase (Invitrogen) for 5 min at 37 °C and were then pelleted at 1000 rpm for 5 min and re-suspended in 4 ml of ice-cold 1 × PBS. The resuspension was centrifuged at 1000 rpm for 5 min at 4 °C. The supernatant was carefully removed without disturbing the pellet. The pellet was re-suspended in five packed pellet volumes of ice-cold cytoplasmic extraction buffer (20 mM Tris, pH 7.6, 0.1 mM EDTA, 2 mM MgCl_2_). The cells were incubated first at room temperature for 2 min, then on ice for 10 min. The cells were lysed by addition of CHAPS to a final concentration of 0.6%. The sample was then homogenized by passage through a 1 ml syringe about 40 times and centrifuged at 500 × *g* for 5 min at 4 °C. Around 70% of the supernatant was taken and saved at −80 °C; This was the cytoplasmic fraction. The remaining supernatant was carefully removed, and the pellet was washed with cytoplasmic extraction buffer supplemented with 0.6% (w/v) CHAPS. The sample was centrifuged at 500 × *g* for 5 min at 4 °C, and the entire supernatant was discarded. The wash step was repeated one more time. The pellet was then re-suspended in two packed pellet volumes of nuclei suspension buffer (10 mM Tris, pH 7.5, 150 mM NaCl, 0.15% (v/v) NP–40). The nuclear suspension was layered on five packed pellet volumes of sucrose cushion (10 mM Tris, pH 7.5, 150 mM NaCl, 24% (w/v) sucrose) and pelleted at 14,000 rpm for 10 min at 4 °C. The supernatant was discarded, and the pellet was washed with ten packed pellet volumes of ice-cold 1 × PBS supplemented with 1 mM EDTA. The sample was then centrifuged at 500 × *g* for 5 min at 4 °C. The pellet constituted the nuclear fraction. For RT-qPCR to determine the cytoplasmic/nuclear distribution of Trincr1, normalization was done using comparable fraction of cytoplasmic and nuclear lysates from the same cell samples.

### UV crosslink RIP

The cells grown in a 10 cm dish were crosslinked with 254 nm UV (400 mJ per cm2). Cells was collected and lysed by lysis buffer (50 mM Tris HCl, pH 7.4, with 150 mM NaCl, and 1% TRITON X-100, 5% glycerol, supplemented with 1 mM DTT, 1 mM PMSF, 1:500 PI cocktail, and 400 U per ml RNase Inhibitor). The lysate was treated with DNase I at 37 °C for 10 min, then was centrifuged at 12,000 rpm for 20 min at 4 °C. The supernatant was incubated with 20 μl protein A/G Dynabeads (Invitrogen) at 4 °C for 1 h to avoid non-specific binding proteins. Meanwhile 5 μg Flag antibody was incubated with 30 μl protein G Dynabeads (Invitrogen, 10003) at room temperature for 30 min in the dilution buffer (50 mM Tris-Cl, pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% TRITON X-100); 100 ng yeast total extract were then added to block beads for at least 1 h before use. Pre-cleared lysate was added to the clean Flag-beads complex, and mixed gently overnight at 4 °C on a shaker. After incubation, the samples were washed five times with 0.5 ml of IP200 buffer (20 mM Tris-Cl pH7.4, 200 mM NaCl, 1 mM EDTA, 0.3% TritonX-100, 5% glycerol), followed by digestion with Proteinase K for 1 h. RNA were then extracted with TRIzol as described above.

### RNA pull-down and mass spectrometry analysis

The RNA pull-down assay was modified from a published procedure^41^. Substrate RNA for beads immobilization were synthesized by in vitro transcription using T7 RNA polymerase (Thermo, EP0111) and PCR products as templates. A volume of 250 pmol RNA was used in 400 μl reaction mixture containing 100 mM sodium acetate (pH 5.0) and 5 mM sodium meta-periodate (Sigma, 71859). Reaction mixtures were incubated 1 h at room temperature avoiding light. The RNA was then ethanol precipitated and re-suspended in 500 μl 0.1 M sodium acetate (pH 5.0). About 200-μl adipic acid dihydrazide agarose beads (Sigma, A0802) were washed four times with 0.1 M sodium acetate (pH 5.0), pelleted after each wash at 1000 rpm for 3 min. After the final wash, the beads was re-suspended in 300 μl 0.1 M sodium acetate (pH 5.0) and mixed with the periodate-treated RNA, rotated overnight at 4 °C.The beads with the bound RNA were then pelleted and washed three times in 1 ml of 2 M NaCl and three times in 1 ml of NP40 buffer (50 mM Tris, pH 8.0, 150 mM sodium chloride, 1.0% NP-40, 1 mM EDTA supplemented with 1 mM DTT, 1 mM PMSF, 1:500 PI cocktail, and 400 U per ml RNase Inhibitor).The beads containing immobilized RNA were then incubated with cell lysates 20 min at 30 °C. After incubation, the beads were pelleted by centrifugation at 1000 rpm for 3 min and then washed twice with NP40 buffer and twice with high salt NP40 buffer (350 mM NaCl). The protein bound to the target RNA were eluted by heating the beads at 95 °C for 5 min with 30 μl SDS loading buffer. For LC-MS/MS analysis, the eluted peptides were sprayed into a Velos Pro Orbitrap Elite mass spectrometer (Thermo Scientific, USA) equipped with a nano-ESI source. The mass spectrometer was operated in data-dependent mode with a full MS scan in FT mode at a resolution of 120,000 followed by CID (Collision Induced Dissociation) MS/MS scans on the 15 most abundant ions in the initial MS scan.

### RNA-Seq and bioinformatics

Total RNA was subjected to two rounds of purification using poly-T oligo-attached magnetic beads before the synthesis of double-stranded (ds) cDNA. RNA from RIP experiment was directly used for the synthesis of ds-cDNA. The ds-cDNA was ligated to adaptors and sequenced using Illumina Genome Analyzer (Novogene). The reads were aligned to the mouse genome (mm9) with STAR (version 2.5.0) using the GENCODE transcript annotation as transcriptome guide. All programs were used with default settings unless otherwise specified. Expression levels were quantified as normalized FPKM using Cufflinks. For RIP-seq, reads aligned to non-polyA transcripts were excluded. To calculate fold enrichment for RIP, we normalized the FPKM value of every transcript to the average of all transcripts. GSEA2.4 was used to test for the enrichment of selected gene sets by java GSEA Desktop Application. R 3.1.1 was used for the generation of scatter plot and boxplot. Gene ontology and KEGG pathway analyses were performed using DAVID.

### Co-IP of SHCBP1 and TRIM71

For SHCBP1 and TRIM71 Co-IP, 5 million HEK293 cells were plated to a 10 cm dish. A volume of 4 μg 3X FLAG-TRIM71, 6 μg 3X HA-SHCBP1, and 12 μg Trincr1 expression vectors was transfected ~20 h after plating. Forty eight hours after transfection, the cells were harvested and lysed in Co-IP lysis buffer (50 mM Tris-HCl, 140 mM NaCl, 0.5% NP-40, 1 mM EDTA, 10% Glycerol supplemented with 1 mM DTT, 1 mM PMSF, 1:500 PI cocktail). After centrifugation, 1% supernatant were collected as input, the remaining was incubated with 5 μl FLAG antibody and 30 μl protein G Dynabeads for 12 h at 4 °C. After washing five times with lysis buffer, the beads were collected for western blot analysis.

### Statistical analysis

The data were presented as mean ± SD except where indicated otherwise. We performed two-tailed Student’s *t*-test to determine statistical significance. For multiple comparison, we performed one-way or two-way ANOVA followed by Dunnett’s test or Tukey’s test as indicated in figure legends. For analysis shown in the boxplot graph, we performed two-tailed Wilcoxon signed-rank test. *P-*value < 0.05 was considered as statistically significant.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

All data generated or analyzed during this study are included in the manuscript and its supplementary information files. RNA-seq and RIP-seq data are deposited in NCBI’s Gene Expression Omnibus under the accession GSE125458. Proteomics data can be accessed on PRIDE (PRoteomics IDEntifications) database under the accession number: PXD012493. All data that support the findings of this study are available from the corresponding authors upon request.

# Supplementary material for: A TRIM71 binding long noncoding RNA Trincr1 represses FGF/ERK signaling in embryonic stem cells
**Source:** Nat Commun. 2019 Mar 25;10:1368. doi: 10.1038/s41467-019-08911-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1**

Trim71 RIP sequencing data and list of Trim71 binding RNA.

### **Supplementary Data 2**

Gene expression in wild type and *Trincrl*<sup>-/-</sup> ESCs in 2i+LIF and PD+LIF.

How the deposited data were processed for this re-analysis (not part of the article)

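RNA was sequenced in 2 experiments. In the first, poly(A) RNA of wild-type and *Trincr1−/−* ESCs was sequenced in 2i + LIF and in PD + LIF, 8 samples in 4 groups with 2 samples per group. The authors aligned the reads with STAR and deposited normalized FPKM values from Cufflinks for each gene and sample, with gene coordinates of GRCm38. In the second, RNA pulled down with FLAG-tagged TRIM71 and its input were sequenced, and the authors deposited 1 FPKM value per transcript for the IP and 1 for the input, with a second pair of columns scaled, by the authors' description, to the same average. The IP is multiplied by 2.25 in that pair, while equal averages over the listed transcripts would need 3.31. These values are rounded to 1 decimal and listed from an input of 0.1 FPKM. The labels do not state which ESC line the input came from. The authors' deposited table also gives a fold of enrichment, which is the ratio of the scaled IP to the scaled input. No reads were aligned again.

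The RNA-seq table had 41260 entries. For 39 gene identifiers with more than 1 entry, the entry with the highest mean was kept, and 27 symbols that had been turned into numbers were restored from the gene identifier. Genes with a mean above 0.2 FPKM over the 8 samples were analysed, 15430 in all, of which 13330 are protein-coding and 388 are lincRNAs. The FPKM sums of the samples ranged from 497115 to 519651, so no further scaling was applied. Estimated from the steps between low FPKM values, the depth was 12.1 and 12.2 M fragments for wild type in 2i + LIF, 12.3 and 10.3 M for *Trincr1−/−* in 2i + LIF, 14.1 and 11.8 M for wild type in PD + LIF, and 11.8 and 13.5 M for *Trincr1−/−* in PD + LIF. The depth of the IP and input libraries is unknown.

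Log2(FPKM + 1) values were compared with limma 3.58.1 in R 4.3.3, with all 4 groups in 1 model, 4 residual degrees of freedom and a variance trend, for the genotype in each medium, the difference of that effect between media, and the medium in wild-type ESCs. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The fold rule of the paper was applied to group means with values under 0.1 FPKM set to 0.1, an average of at least 1 FPKM and a ratio above 2. Gene lists were tested with camera at an inter-gene correlation of 0.01, with fry, and with camera at an estimated correlation. Each list's median was ranked among 10000 random lists drawn from 20 bins of mean expression. Preranked GSEA was run with gseapy 1.3.1, a weight of 1 and 10000 permutations of the gene set. Transcripts were called bound by TRIM71 with an input above 2 FPKM and a scaled IP over input above 3. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Guide RNA sites and repeated sequence were searched in NCBIM37 with BLAST 2.17.0 and by exact comparison.

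The genes named for each comparison are the 5 with the largest rise and the 5 with the largest fall among those past the threshold whose replicates do not overlap, genes of the lists, and genes the paper names. Lars2, Hsp90ab1, Slc35b2 and Mier2 were named after their values were seen.

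The methods were tested on simulated data. For limma, the fold rule and camera, the planted changes were large and in genes of higher expression, so recovery of small changes was not tested. Of 200 genes changed in a simulated table, limma called 197, with 14 false calls (6.64% of calls), and made 0 calls in a contrast without change. The fold rule recovered 87 of 100 changed genes and called 18 unchanged ones. The call of bound transcripts recovered 40 of 40 planted among 5000 transcripts. These were planted well above the cutoff, without values at 0 or rounding, and the scaling was taken from unchanged transcripts. That result checks the computation only and does not measure the recovery of real bound transcripts. Camera gave a planted set of 20 genes a p of 1.01e-81 and a random set a p of 0.849.

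Alternatives were tried for the pseudocount, the filter on low values, normalization, the variance model, the samples fitted, the cutoffs, the scaling of the IP, the gene set test and the samples included. The IP from ESCs with an empty vector and pathway annotation of KEGG were not used here, and the replicates of the IP and input could not be separated.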

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

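Library scaling was tested as an explanation only after the result was seen, and the other tests in this part were written down before their results were seen.

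The effect of Trincr1 loss differed between the media by the interaction test for 279 genes (limma adjusted p-value under 0.05). Of these, 234 passed the threshold for the genotype in PD + LIF and 48 in 2i + LIF, and 203 had opposite signs in the 2 media. The log2 difference between media, PD + LIF minus 2i + LIF, was highest for En1 with 2.04 (limma adjusted p = 0.0262), H2-K1 with 1.62 (limma adjusted p = 0.0176), Bex1 with 1.60 (limma adjusted p = 0.00608), Cacna1g with 1.60 (limma adjusted p = 0.0409) and the pseudogene AC098736.2 with 1.84 (limma adjusted p = 0.0387). It was lowest for Lrrc31 with -1.84 (limma adjusted p = 0.00312), S100a13 with -1.63 (limma adjusted p = 0.0187), C2 with -1.59 (limma adjusted p = 0.0399), Trpm1 with -1.44 (limma adjusted p = 0.0384) and the pseudogene Gm6269 with -1.86 (limma adjusted p = 0.0380). Reads of the 2 pseudogenes can be shared with their parent genes, so their values are uncertain. The difference is not always a change in PD + LIF: Bex1 fell from 225 ± 11.8 to 77.7 ± 1.18 FPKM (SD, n = 2 each) in 2i + LIF and was at 230.2 ± 23.8 and 243 ± 17.2 FPKM in PD + LIF, and H2-K1 fell from 9.60 ± 0.0893 to 3.11 ± 0.228 FPKM in 2i + LIF alone.

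Median log2 differences between media of the gene lists were -0.36 for the 7 pluripotency genes named in the paper, all 7 of them lower in PD + LIF than in 2i + LIF relative to wild type, and 0.43 for the 11 formative and primed genes, all 11 of them higher. Camera gave an adjusted p of 9.21e-06 for each.

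The values argue against 2 technical explanations. A difference in library scaling between the groups would be removed by quantile normalization, after which 262 of the 279 genes (93.9%) passed with the same sign. Expression too low to measure in one medium would leave most of these genes under 1 FPKM in both genotypes of that medium, which held for 14.3% of the 279. A dependence of the Trincr1 effect on the medium therefore stays as a hypothesis. The labels do not say from which *Trincr1−/−* clone each sample came, so a difference between clones stays open as well.

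Lars2, a transcript the paper does not discuss and its list does not hold, had the highest fold of enrichment in the FLAG-TRIM71 IP among transcripts above the input cutoff, 200.5. Its last exon, on chromosome 9 from 123370617 to 123371782 in NCBIM37, holds a stretch of 398 bases with 15 copies elsewhere in the genome of at least 80 bases and 90% identity, and the longest match at 95% identity has 244 bases. Of 6 other transcripts in the table whose gene holds a copy, Gphn, Gm16724 and Gm15564, the last with an input of 0.1 FPKM, had a fold of enrichment above 100, and Kpna1, Wdr92 and Zfp185 had 1.54, 0 and 0. Folds above 100 were found for 14 of the 14011 distinct transcript names in the table (0.0999%). Reads of repeated sequence placed on Lars2 may therefore account for its value. Where these reads come from was not determined, and binding of Lars2 RNA itself stays open.

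Hsp90ab1, which the paper does not discuss, ranked 1 in PD + LIF and 2 in 2i + LIF by p-value. It fell from 2721 ± 85.2 to 1388 ± 4.66 FPKM (SD, n = 2 each) in 2i + LIF, a log2 fold change of -0.97 (limma adjusted p = 0.000122), and from 2436 ± 50.8 to 1360 ± 32.4 FPKM in PD + LIF, a log2 fold change of -0.84 (limma adjusted p = 0.000492). Slc35b2, 105 bases from it on chromosome 17 of GRCm38, was higher by 0.84 in 2i + LIF (limma adjusted p = 0.00498) and by 0.66 in PD + LIF (limma adjusted p = 0.00388). The tables argue against 3 technical explanations. For off-target cutting by a Trincr1 guide RNA, no site next to NGG within 10 kb had fewer than 6 mismatches to either guide RNA. For the loss of one copy of the region, the 34 other genes tested within 1 Mb had a median log2 fold change of 0.038 in each medium, and 0 of them in 2i + LIF and 2 in PD + LIF passed the threshold. For reads assigned to a copy or pseudogene, the largest rise shared by both media was 217 FPKM, in Gapdh, while Hsp90ab1 fell by 1333 FPKM in 2i + LIF and fell by 1076 FPKM in PD + LIF. A change of these 2 genes with the loss of Trincr1 is 1 hypothesis, and a change within the Hsp90ab1 gene in the clone that was sequenced is another, which was not tested.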

How the results depend on the processing

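The comparisons, the gene lists and the alternatives in this part were set before the data were examined, apart from the restriction to protein-coding genes and the scaling of the IP to the mean of the listed transcripts, which were chosen after seeing the data. With 2 samples per group, leaving out 1 sample leaves a group of 1, so such values carry no test, and counts of genes from limma were not computed that way.

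The count of genes changed in *Trincr1−/−* ESCs was within 1.5 times its reported value under most alternatives. Without a filter on low values, over 41204 genes, it fell to 728 in PD + LIF and 110 in 2i + LIF. With only the 4 samples of one medium, which leaves 2 groups and fewer residual degrees of freedom, it was 316 in PD + LIF and 0 in 2i + LIF (2106 genes with an unadjusted p under 0.05). With the replicate number as a block it was 111 in 2i + LIF, and the difference between media fell to 39 genes. Correlations between the replicate differences of any 2 groups ranged from -0.0539 to 0.00634 across 15430 genes, so the numbers do not pair the samples. Without a variance trend, the difference between media held for 88 genes. Over protein-coding genes alone, it held for 461 genes and the count in 2i + LIF was 296. The cause of the changes was not tested, apart from the smaller number of samples. For the medium in wild-type ESCs, 59.2% of the genes past the threshold were higher in PD + LIF, and 49.1% after quantile normalization.

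Counts by the fold rule moved with its cutoffs. With 1 FPKM added to each value, they were 104 higher and 104 lower in PD + LIF and 40 higher and 77 lower in 2i + LIF. With an average of at least 5 FPKM, they were 64, 66, 22 and 36, and with a ratio above 1.5 they were 675, 772, 314 and 515. Over protein-coding genes alone, 62 were higher in 2i + LIF. Across the 4 counts that each left out one sample, the number of higher genes ranged from 119 to 164 in 2i + LIF, the latter without the first *Trincr1−/−* sample, and from 237 to 293 in PD + LIF. The numbers of lower genes ranged from 212 to 245 and from 283 to 336.

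The ratio of the distance between genotypes to that between replicates in PD + LIF was 1.41 without scaling to unit variance and 1.28 with genes of a mean of at least 1 FPKM, and without scaling it was 1.06 in 2i + LIF.

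By camera with an adjusted p under 0.05, the gene lists kept their side of the threshold in each medium under each alternative of filter, pseudocount and normalization, but the size of their medians moved. The difference between media of the ERK targets (camera adjusted p = 0.0552) passed with a pseudocount of 0.1 FPKM (camera adjusted p = 0.0437) and after quantile normalization (camera adjusted p = 0.0458), and that of the FOXO targets passed with the pseudocount (camera adjusted p = 0.0437). With a pseudocount of 0.1 FPKM the median in PD + LIF was 0.98 for the GSK3 targets and 0.35 for the ERK targets. With an estimated inter-gene correlation, no list passed after adjustment, in either medium or between media, and these lists no longer had an unadjusted p under 0.05: the ERK targets in PD + LIF (median 0.23, p = 0.126) and between media (0.19, p = 0.166), the FOXO targets between media (-0.22, p = 0.0819), and the formative and primed genes in PD + LIF (0.38, p = 0.119) and between media (0.43, p = 0.101). With fry, the FOXO targets in 2i + LIF had an unadjusted p under 0.05 (median 0.068). The direction given by fry was opposite to that of camera for the STAT3 targets (median 0.10) and the TRIM71-bound transcripts (median 0.0108) in PD + LIF, and neither passed. Across the 4 values that each left out one sample, the median log2 fold change ranged from -0.024 to 0.022 for the ERK targets, from 0.089 to 0.23 for the GSK3 targets, from 0.031 to 0.11 for the STAT3 targets, from 0.023 to 0.090 for the FOXO targets, from -0.012 to 0.039 for the pluripotency genes, from -0.13 to -0.0095 for the formative and primed genes and from 0.0090 to 0.029 for the TRIM71-bound transcripts in 2i + LIF. The lowest values of the GSK3 and STAT3 targets were those without the second wild-type sample, the highest of the STAT3 targets that without the first wild-type sample, and the lowest of the FOXO targets that without the second *Trincr1−/−* sample. In PD + LIF it ranged from 0.13, without the first wild-type sample, to 0.27 for the ERK targets, from 0.26 to 0.43 for the GSK3 targets, from 0.038, without the first *Trincr1−/−* sample, to 0.16, without the second, for the STAT3 targets, from -0.10 to -0.061 for the FOXO targets, from -0.38 to -0.24 for the pluripotency genes, from 0.27 to 0.47 for the formative and primed genes and from 0.0058 to 0.017 for the TRIM71-bound transcripts. The normalized enrichment score of the ERK targets had a permutation p under 0.05 when genes were ranked by log2 fold change (1.75) or limited to a mean of at least 1 FPKM (1.52).

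The number of TRIM71-bound transcripts was 249 with a fold of enrichment above 5, 765 with a fold above 2, 810 when scaled to the median of transcripts above 1 FPKM in both libraries, 1076 when scaled to the mean without the 100 highest transcripts and 752 when scaled to the mean of the listed transcripts. The number of lincRNAs among them was 1 with an input above 5 FPKM. The fold of enrichment of Gm2694 was 109, 140 and 103 under the 3 scalings in the same order, and 50.6 with 1 FPKM added. Alternatives that use the empty-vector IP and those that leave out a replicate of the IP or input were not run.

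The log2 fold change of Gm2694 kept its size but not its call with only the 2 groups compared in 2i + LIF (-3.01) and without a filter on low values in PD + LIF (-1.85), and passed under each other alternative tried. Among the single genes named, 542 of 648 values under alternatives kept their direction and side of the threshold, 105 no longer passed it, 30 of these with only 2 groups compared, and 1 reversed: Shcbp1 in 2i + LIF, with -0.0028 after quantile normalization. Of 284 values that left out one sample, 5 had the other sign.

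Depth limits the values near 0. With 0.0910 to 0.125 FPKM per fragment on 1000 bases, a gene listed under about 0.1 FPKM rests on few fragments.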

Differences from the paper's values

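The number of lincRNAs among the TRIM71-bound transcripts was 5, against the paper's 3. All 5 are on the list in Supplementary Data 1, so the difference lies in which listed transcripts are counted as lincRNAs. The biotypes used here are those of GENCODE for NCBIM37. Other cutoffs and scalings change the number but do not address this difference. With a fold of enrichment above 5, an alternative set before the data were examined, it was 4, which is within 1.5 times the paper's number. It was 6 with a fold above 2, 1 with an input above 5 FPKM, 6 with an input above 1 FPKM, 6 and 7 with the scaling to the median and to the mean without the 100 highest transcripts, and 5 with 1 FPKM added, none of which is within 1.5 times the paper's number.

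The normalized enrichment score of the ERK targets, written for wild type over *Trincr1−/−* as in Fig. 3e, was -1.48 against the paper's value of about -1.6 in Fig. 3e, read by eye. It was -1.75 with genes ranked by log2 fold change and -1.52 with genes of a mean of at least 1 FPKM. These alternatives were set before the data were examined, and their values lie on either side of the value read by eye. The median fold of the ERK targets in PD + LIF was 1.17, against the paper's value of about 1.4. Among the alternatives it was highest with a pseudocount of 0.1 FPKM, at 1.28. The list of targets analysed here was written by hand and is not the paper's list.

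The paper places the MEK/ERK targets first among the 4 pathways changed in *Trincr1−/−* ESCs in PD + LIF. Here the targets of GSK3 inhibition ranked above the ERK targets, with a median log2 fold change of 0.35 (camera adjusted p = 0.00213) against 0.23 (camera adjusted p = 0.0395). Both lists were written by hand and are not the paper's, so the rankings cannot be compared directly. With an estimated inter-gene correlation neither list passed (camera adjusted p = 0.192 for GSK3, camera adjusted p = 0.349 for ERK). The GSK3 list was also higher in 2i + LIF, and its difference between media did not pass.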

Other observations

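The tests of transcripts at 0 in the IP and of CHIR99021 carried over between media were chosen only after the result was seen.

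In wild-type ESCs, the genes most raised in PD + LIF over 2i + LIF were H19, from 0.171 ± 0.170 to 111 ± 9.59 FPKM (SD, n = 2 each), Igf2, from 0.509 ± 0.151 to 58.6 ± 9.36 FPKM, and Tagln, from 0.332 ± 0.128 to 50.7 ± 15.1 FPKM. The pseudogenes Gm14870 and Gm7079 were listed at 0 in both samples in 2i + LIF and at 166 ± 129.6 and 59.5 ± 6.06 FPKM in PD + LIF. Gm14870 spans fewer bases than the estimated fragment length of the libraries, 217 to 227 bases. Its wild-type replicates in PD + LIF were at 74.0 and 257 FPKM. Reads of pseudogenes can also be shared with their parent genes, so both values are uncertain. The genes most lowered were Etv4, with a log2 fold change of -4.66 (limma adjusted p = 4.28e-06), Pglyrp1 with -4.43 (limma adjusted p = 3.48e-05), Gpx2 with -4.40 (limma adjusted p = 4.28e-06), Crxos with -4.21 (limma adjusted p = 1.98e-06) and Cdx1 with -3.96 (limma adjusted p = 5.41e-06).

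Trim71 was at 32.9 ± 1.59 FPKM in wild-type and 34.1 ± 0.752 FPKM in *Trincr1−/−* ESCs (SD, n = 2 each) in 2i + LIF, and rose from 31.2 ± 0.496 to 37.5 ± 0.296 FPKM in PD + LIF, a log2 fold change of 0.26 (limma adjusted p = 0.0259). Shcbp1 rose from 27.1 ± 1.03 to 33.7 ± 2.64 FPKM in PD + LIF, a log2 fold change of 0.31 (limma adjusted p = 0.0447), and was at 31.2 ± 2.31 and 31.2 ± 0.916 FPKM in 2i + LIF. Neither difference between media passed the threshold (limma adjusted p = 0.202 for Trim71 and limma adjusted p = 0.198 for Shcbp1).

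That TRIM71-bound transcripts are lowered when Trincr1 is lost was tested as a hypothesis. Of 480 bound transcripts tested in PD + LIF, 251 were higher and 229 lower, with 28 higher and 32 lower at a limma adjusted p-value under 0.05, and their median lay at percentile 48.3 among matched random lists (camera adjusted p = 0.883). A median over transcripts that go both ways does not decide the matter, and a lowered subset stays open.

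For the GSK3 targets that were higher in PD + LIF, CHIR99021 carried over from the 2i + LIF medium in the *Trincr1−/−* samples only was tested as an explanation. Such a carry-over would leave the list unchanged in 2i + LIF, where both genotypes received CHIR99021, and its median log2 fold change there was 0.20, although it was 0.089 without the second wild-type sample. Single genes go both ways. Sp5 and Axin2 rose more in PD + LIF than in 2i + LIF, with log2 differences between media of 1.56 (limma adjusted p = 0.0272) and 1.09 (limma adjusted p = 0.0409), as carry-over would give. Notum and Cdx1, which were lower in PD + LIF in wild-type ESCs, had log2 fold changes of 0.06 and -0.11 in PD + LIF, neither of them past the limma threshold, where carry-over would raise them. Carry-over, an effect of Trincr1 loss on these genes and a difference between clones therefore cannot be told apart, since CHIR99021 was not measured.

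Too few fragments in the IP library to detect transcripts of low abundance may explain the transcripts listed at 0, since the share at 0 was 95.5% for the lowest input and fell to 66.6% for transcripts with an input from 3.5 to 5.7 FPKM. For the bound transcripts, high FPKM from few fragments on short transcripts was weighed as an explanation. The median length of bound transcripts was 3331 bases against 2845 bases for unbound transcripts above the input cutoff, a ratio of 1.17, which argues against it. No biological explanation was tested for these patterns.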
